# The Solvent Dimethyl Sulfoxide Affects Physiology, Transcriptome and Secondary Metabolism of *Aspergillus flavus*

**DOI:** 10.3390/jof7121055

**Published:** 2021-12-09

**Authors:** Laura H. Costes, Yannick Lippi, Claire Naylies, Emilien L. Jamin, Clémence Genthon, Sylviane Bailly, Isabelle P. Oswald, Jean-Denis Bailly, Olivier Puel

**Keywords:** dimethyl sulfoxide, DMSO, *Aspergillus flavus*, RNA-seq, aflatoxins, ustiloxin B, cyclopiazonic acid, secondary metabolism

## Abstract

Dimethyl sulfoxide (DSMO) is a simple molecule widely used because of its great solvating ability, but this solvent also has little-known biological effects, especially on fungi. *Aspergillus flavus* is a notorious pathogenic fungus which may contaminate a large variety of crops worldwide by producing aflatoxins, endangering at the same time food safety and international trade. The aim of this study was to characterize the effect of DMSO on *A. flavus* including developmental parameters such as germination and sporulation, as well as its transcriptome profile using high-throughput RNA-sequencing assay and its impact on secondary metabolism (SM). After DMSO exposure, *A. flavus* displayed depigmented conidia in a dose-dependent manner. The four-day exposition of cultures to two doses of DMSO, chosen on the basis of depigmentation intensity (35 mM “low” and 282 mM “high”), led to no significant impact on fungal growth, germination or sporulation. However, transcriptomic data analysis showed that 4891 genes were differentially regulated in response to DMSO (46% of studied transcripts). A total of 4650 genes were specifically regulated in response to the highest dose of DMSO, while only 19 genes were modulated upon exposure to the lowest dose. Secondary metabolites clusters genes were widely affected by the DMSO, with 91% of clusters impacted at the highest dose. Among these, aflatoxins, cyclopiazonic acid and ustiloxin B clusters were totally under-expressed. The genes belonging to the AFB1 cluster were the most negatively modulated ones, the two doses leading to 63% and 100% inhibition of the AFB1 production, respectively. The SM analysis also showed the disappearance of ustiloxin B and a 10-fold reduction of cyclopiazonic acid level when *A. flavus* was treated by the higher DMSO dose. In conclusion, the present study showed that DMSO impacted widely *A. flavus*’ transcriptome, including secondary metabolism gene clusters with the aflatoxins at the head of down-regulated ones. The solvent also inhibits conidial pigmentation, which could illustrate common regulatory mechanisms between aflatoxins and fungal pigment pathways. Because of its effect on major metabolites synthesis, DMSO should not be used as solvent especially in studies testing anti-aflatoxinogenic compounds.

## 1. Introduction

Dimethyl sulfoxide ((CH_3_)2SO or Me2SO or DMSO) is a simple amphipathic molecule discovered in the late 19th century as a by-product of the paper making process [1]. DMSO is a manufactured solvent which is also a naturally occurring substance, reported at low concentrations (<0.05 ppm to 3.7 ppm) in diverse products such as tomato paste, black tea leaves, coffee, or raspberries [2]. This molecule gained notoriety for its ability to penetrate skin and other biological membranes. Due to its physico-chemical properties, this colorless liquid is widely employed as a polar aprotic solvent, which can dissolve a very large variety of polar and nonpolar compounds. All these properties explain its very large field of use, from cryobiology to toxicological research [3]. DMSO also has many pharmacological applications in both human and veterinarian medicines. In 1978, the FDA approved its human therapeutic indication for the treatment of interstitial cystitis, but studies are still on to develop other medical uses [4,5]. Since the 1960s, a large amount of in vivo and in vitro studies has been conducted to evaluate the biological properties of this active molecule [6]. Among them, its properties as radical scavenger and anti-inflammatory compound are quite interesting but still little documented. Several studies had also underlined its antimicrobial activity against *Pseudomonas aeruginosa*, *Microsporum canis* or *Candida* spp. for instance, which can alter minimum inhibition concentration results of antimicrobial drug tests when DMSO is used as vehicle solvent [7,8,9]. In the field of pathogenic fungal research, DMSO has already been employed as vehicle solvent for solubilizing water-insoluble compounds [10,11,12,13] or as oxidative stress modulator on *Aspergillus flavus* [14].

*A. flavus* is a famous saprophytic fungus which can contaminate crops worldwide in either field or post-harvest conditions [15]. It is considered as the most frequent source of aflatoxin B1 (AFB1), a potent carcinogenic mycotoxin, causing important agricultural and economical losses [16]. The hazardousness of this toxin has led the European Food Safety Authority to conduct a new risk assessment [17] and many countries to establish regulations setting the maximum levels allowed in many foods and feeds, AFB1 being the most strictly regulated [18,19,20]. Because of these public health and economic threats, *A. flavus* is one of the most widely studied fungal species, and the sequencing of the NRRL 3357 model strain genome has permitted to explore the fungal machinery, with a start focus on aflatoxin biosynthesis [21].

Sharma and Sharma [22] tested the effect of commonly used solvents (including DMSO, methanol, acetone and Tween-80) on *A. flavus*, *Aspergillus parasiticus*, *Aspergillus fumigatus* and *Aspergillus niger*. They reported changes in conidial aspect and germination as well as an inhibition of colony pigmentation in all fungi treated with DMSO. Its inhibitory effect on conidial pigmentation is long known in *A. niger* [23] and *A. flavus* [24], but no more recent studies have further investigated the biological effects of DMSO on fungi.

In this context, the aim of this study was to delineate the effect of the solvent DMSO on *A. flavus*. To this end, we combined an RNA-seq transcriptomic approach and an analysis of physiological responses to DMSO (mycelial growth, conidiation, germination). Our transcriptomic analysis showed a large number of regulated genes in response to DMSO associated with secondary metabolism, in particular aflatoxin biosynthesis, whose cluster genes were the most down-regulated. Due to its impact on several metabolites of interest, a particular attention has to be paid when using DMSO as a solvent.

## 2. Materials and Methods

### 2.1. Chemicals and Reagents

Mycotoxins used as standards for quantification were purchased from Sigma-Aldrich (Saint-Quentin-Fallavier, France). All solvents were analytical grade and purchased from Thermo Fisher Scientific (Illkirch, France).

### 2.2. Fungal Strain and Culture Conditions

*Aspergillus flavus* NRRL 62477 [25] used in this study was maintained in the dark on a Malt Extract Agar (MEA) medium (Biokar Diagnostics, Allone, France). 

To prepare the *A. flavus* inoculum, conidia from a seven-day culture at 27 °C were collected and suspended in Tween-80 (0.05%). The concentration of conidia in the suspension was determined using a hemocytometer. Plates were centrally inoculated with 1000 conidia then incubated for four days at 27 °C in the dark. Prior to inoculation, MEA was supplemented with chosen doses of DMSO. 

As a first step, six different concentrations of DMSO (8.8 to 281.6 mM) were tested to determine which doses to use for physiological and transcriptomic assays. The concentrations of 35.2 (D1) and 281.6 mM (D2) were thus selected according to their effect on conidial pigmentation (Figure 1). 

### 2.3. Physiological Assays

#### 2.3.1. Fungal Growth and Sporulation 

Fungal growth was evaluated by measuring colony diameters after four-day incubation.

For sporulation, four-day cultures were suspended in 40 mL of Tween-80 (0.05%) using a stomacher bag and spores were carefully scraped up off the mycelium. Samples were homogenized with a Stomacher Lab-Blender 400 for 90 s and filtered through sterile gauze. To recover the remaining spores, three supplementary rinses were performed, each one with 20 mL of Tween-80. Spores were then counted on a hemocytometer. Spore density was calculated as follows: SD = SC/(πr^2^) where SC is the spore count and r is the average colony radius. 

#### 2.3.2. Germination 

Spore germination was studied as described by Bluma et al. [26] and Gougouli and Koutsoumanis [27] with some modifications. Agar pieces (10 × 10 mm) were aseptically harvested from MEA plates amended or not with the highest dose of DMSO and transferred to microscope slides (done in triplicates). Slides have been then inoculated with 10^4^ spores (10 µL) applied on each agar pieces and incubated at 27 °C. After 4, 6, 8, 10 and 12 h at 27 °C, one slide of each condition was observed under microscope (×400) to evaluate germination rate and a potential delay to germination. Several microscope fields (containing an average of 35 ± 8 spores) were captured and further analyzed. Around 100 single spores per agar piece (300 spores per treatment) were examined. Spores were considered germinated when the germ-tube was longer than the spore diameter. The germination rate was calculated as TG (%) = (number of germinated spores/total spores) × 100.

Germination capacity was evaluated by plating sixty spores of *A. flavus* on MEA petri-dishes (6 replicates). The colony forming units (CFU) were then counted after 3 days of incubation at 27 °C.

#### 2.3.3. Spore Resistance 

Protocol for assaying conidial resistance was adapted from Levdansky et al. [28]. A conidia suspension of *A. flavus* (5 × 10^4^/mL) was transferred in 2 mL tubes containing ceramic beads 1.4 mm in diameter (Bertin, Montigny-le-Bretonneux, France), in triplicate. These tubes were then vortexed at 2500 rpm for up to 40 min. At each time point, a part of the suspension was collected, diluted to the hundredth (5 × 10^2^ conidia/mL), and 100 µL were plated on MEA plates in three technical replicates. The CFU were counted after 3 days of incubation at 27 °C, and survival rate (SR) was calculated as follows: SR = [(number of CFU at time X)/(number of CFU at time zero)] × 100.

### 2.4. Transcriptomic Study

#### 2.4.1. RNA Extraction 

RNA extraction was performed as described previously [29,30,31]. Cultures dedicated to RNA isolation were incubated in 6 replicates per condition (control, DMSO D1 and DMSO D2). Before inoculation, media were covered with sterile cellophane layers. After 4-day incubation at 27 °C, mycelia were separated from the medium and grounded in liquid nitrogen with mortar and pestle. Total RNA was then extracted from 100 mg of mycelium using a Qiagen RNeasy PlusMinikit (Qiagen, Hilden, Germany) with an additional QIAshredder homogenizer column (Qiagen) as recommended by the manufacturer. The concentrations and integrity of obtained RNA were analyzed using a Dropsense96 (Trinan, Gentbrugge, Belgium) and 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA), respectively.

#### 2.4.2. RNA-Sequencing

A total of 18 samples (three conditions, six biological replicates per condition) were sequenced for this study. Two micrograms of total RNA was used to build sequencing libraries using Illumina TruSeq Stranded mRNA Library Prep Kit (Illumina, San Diego, CA, USA). Briefly, mRNAs were purified using poly-T magnetic beads then chemically fragmented (around 300 bp) under 94 °C. First and second strand cDNA synthesis were consecutively performed according to the manufacturer’s protocol. After that, cDNA fragments were adenylated on 3′ ends, and Illumina indexed adapters were ligated on both ends. Specific tagged cDNA fragments were then enriched in a PCR program including a denaturation step at 98 °C (30 s) followed by 10 cycles of amplification (98 °C for 10 s, 60 °C for 30 s and 72 °C for 30 s) and a final 30 s step at 72 °C. Finally, pooled libraries were sequenced on one lane of Illumina HiSeq 3000 platform, resulting in 150 pb paired-end reads. Transcriptomic data and experimental details are available in NCBI’s Gene Expression Omnibus [32] and are accessible through GEO Series accession number GSE189211 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE189211).

#### 2.4.3. Bioinformatic and Biostatistic Data Analysis

Raw pair-ended generated reads were first trimmed to remove Illumina adapters and low-quality reads using Trim_Galore version 0.4.0 (https://github.com/FelixKrueger/TrimGalore, accessed on 8 December 2021) [33].

Trimmed reads were then aligned to the *A. flavus* NRRL 3357 genome using STAR software version 2.5.0b in a 2-pass mode. Then, FeatureCounts version 1.4.5-p1 [34] was applied to perform read summarization at the gene level, generating a raw count matrix. The statistical analysis was conducted using R [35]. Count data matrix was filtered to select genes with count per million reads (cpm) ≥ 1 in at least 5 samples among 18 and genes with at least 1 read in at least 5 samples per condition in at least one condition. The dispersion estimation and differential analysis was performed using edgeR package [36]. A correction for multiple testing was applied using Benjamini–Hochberg procedure [37] for the control of the False Discovery Rate (FDR). Genes with *q*-value < 0.05 (FDR < 5%) were considered to be differentially expressed genes (DEG) between conditions. Hierarchical clustering was applied to the samples and the differentially expressed genes using Pearson correlation coefficient of log cpm data as distance, and Ward’s criterion for agglomeration. The clustering results are illustrated as a heatmap of expression signals.

#### 2.4.4. Functional Analysis 

Gene ontology (GO) analysis and terms enrichment were conducted using FungiDB [38]. GO terms were considered enriched if their adjusted *p*-value was less than 0.05 after the Benjamini–Hochberg correction. The redundant GO terms were then summarized using REVIGO [39] and GO categories containing only one gene were removed.

#### 2.4.5. Expression Analysis of Secondary Metabolites Clusters

The annotation of secondary metabolites clusters of *A. flavus* was obtained from a consolidation between two sources: (1) the SMURF-predicted gene clusters from Giorgianna et al. [40] and Ehrlich and Mack [41] and (2) gene clusters which have been experimentally characterized, such as kojic acid, ustiloxin B, asperipin 2a or aspergillic acid [42,43,44,45,46,47] and summarized by Uka et al. [48].

For each secondary metabolites cluster, the percentage of DEG was calculated by dividing the number of DEG by the total number of detected genes. The regulation intensity (log2 Fold Change) was summarized at the cluster level using the mean log2 Fold Changes of the DEG. Clusters containing both up-regulated and down-regulated genes were considered to have a mixed regulation response and their log2 Fold Changes were transformed to absolute values before being averaged.

### 2.5. Secondary Metabolites Production Analysis

#### 2.5.1. Aflatoxin B1 by HPLC-FLD

Quantitative determination of aflatoxin B1 production by HPLC-FLD was adapted from Caceres et al. [31]. Culture media were first mixed with 30 mL of chloroform and agitated for 2 h on a horizontal shaking table (150 rpm at room temperature). Chloroform extracts were then filtered through a Whatman 1PS phase separator (GE Healthcare Life Sciences, Vélizy-Villacoublay, France) and evaporated to dryness at 60 °C. The residue was dissolved in a water–acetonitrile–methanol (65:17.5:17.5; *v*:*v*:*v*) mixture, then filtered (0.45 µm PTFE disks). Ten microliters were finally injected into the HPLC system, a Dionex Ultimate 3000 UHPLC system (Thermo Scientific, Illkirch, France) and analyzed using a LC column Luna^®^ C18 (125 × 2 mm, 5 μm, 100 Å) (Phenomenex, Torrance, CA, USA) at 30 °C. The eluent flow was 0.2 mL/min in an isocratic program with eluent A: eluent B (82.5%:17.5%) where eluent A is a mixture of acidified water (0.2% of acetic acid): acetonitrile (79:21; *v*:*v*) and eluent B is pure methanol. AFB1 was detected by FLD at 365 nm/430 nm as excitation and emission wavelengths, respectively. AFB1 peaks were confirmed using a coupled diode array detector (DAD) and sample concentrations were calculated based on a linear calibration curve of standards.

#### 2.5.2. Other Studied Secondary Metabolites by Mass Spectrometry

Analysis of other metabolites production by *Aspergillus flavus* was carried out on a HPLC coupled with a LTQ Orbitrap XL High-Resolution Mass Spectrometer (HRMS) (Thermo Fisher Scientific, Illkirch, France). 

Cultures dedicated to metabolites analysis were prepared and incubated according to the same protocol as for the transcriptomic assay (sterile cellophane layer, 1000 conidia inoculation, 4-day incubation at 27 °C and 6 replicates per condition). After the incubation period, 20 mL of ethyl acetate was added on mycelia previously separated from medium peeling cellophane layers. Samples were then shaken overnight, filtered through a Whatman 1PS phase separator (GE Healthcare Life Sciences, Vélizy-Villacoublay, France) and 15 mL of these extracts were finally evaporated to dryness at 60 °C. Residue was then dissolved in a mixture of water: acetonitrile (50:50; *v*:*v*), centrifuged at 10,000 rpm during 10 min, diluted to one-tenth and injected in the HPLC-HRMS system. A hypersil Gold C18 column (100 × 2.1 mm, 1.9 µm) from Thermo Scientific (Les Ulis, France) was used with a gradient program of H_2_O/CH_3_OH/CH_3_CO_2_H 95/5/0.1 (*v*:*v*:*v*) and CH_3_OH/CH_3_CO_2_H 100/0.1 (*v*:*v*), at a flow rate of 0.3 mL/min, at 40 °C. The following parameters of electrospray were applied: capillary voltage 4 kV, capillary temperature 300 °C, sheath gas flow rate 55 a.u., auxiliary gas flow rate 10 a.u. and tube lens offset −200 V in the negative mode; capillary voltage 4 kV, capillary temperature 300 °C, sheath gas flow rate 30 a.u., auxiliary gas flow rate 10 a.u. and tube lens offset 120 V in the positive mode. High resolution mass spectra were acquired between *m*/*z* 80 and 1300, in the centroid mode at a resolution of 30000 (*m*/*z* 400). Raw data were converted in mzXML format using Proteowizard and CWT. Then data were processed using XCMS offline software with centwave algorithm (ppm = 10, peakwidth = (10–70), snthresh = 10, bw = 5, mzwid = 0.01). All data analysis steps were performed using the collaborative portal workflow4metabolomics. The identity of detected secondary metabolites was confirmed by tandem mass spectrometry experiments (MS/MS) achieved on the same instrument.

### 2.6. Statistical Analysis 

All data are presented as the means ± Standard Error of the Mean (SEM). Data were analyzed using GraphPad Prism v4 software. For assays conducted in triplicate (germination rate and spore resistance), Mann–Whitney test was used to test for the differences between control and treated samples. Fungal growth, sporulation and germination capacity assays were carried out using six replicates, and the variations between control and treated groups were tested using Student’s *t*-test. Differences were considered to be significant when the *p*-value was lower than 0.05. 

## 3. Results

### 3.1. Dose-Dependent Effect of DMSO on Pigmentation

The presence of DMSO in the culture medium resulted in a dose-dependent depigmentation of *A. flavus* colonies, the color of which evolved from a typical yellow-green color (control) to creamy-white for the highest tested dose 282 mM (Figure 1). 

For subsequent assays, the doses of 35 mM (D1) and 282 mM (D2) were selected on the basis of pigmentation inhibition intensity. D2 allowed a complete depigmentation of culture whereas D1 corresponded to an intermediate active concentration with a mild effect on pigmentation, the greenish color being still visually detectable. 

Additional experiments indicated that modifications observed in response to DMSO were reversible. The green pigmentation was reestablished after cultivating treated spores on DMSO-free MEA.

### 3.2. Effect of DMSO on Physiological Parameters (Fungal Growth, Sporulation, Germination and Spore Resistance)

As illustrated in Figure 2, fungal growth was not significantly impacted by the lowest dose D1 and showed a limited modulation (8.9% decrease of colony diameter) at the highest DMSO concentration D2.

The influence of DMSO on sporulation was first investigated through the count of conidia (Figure 3A). A dose-dependent decrease of the total spore count was observed in the presence of DMSO with a reduction of 19.2% (*p* < 0.05) and 30.8% (*p* < 0.001) in culture treated with low and high level of solvent, respectively. However, when the number of conidia was normalized to the surface of the fungal colony, this impact was less important; a significant decrease being only observed at D1 (16.6%, *p* < 0.05).

The impact of DMSO was then evaluated on the rate of germination up to 12 h of incubation (Figure 3B, top-graph). No significant difference for germination rate was observed comparing D1 to control samples (*p* > 0.05). Nevertheless, we observed a brief delay in germination for the treated conidia, without any observable consequence at the macroscopic level. We also estimated the effect of DMSO on the germination capacity (Figure 3B, bottom-graph) and the number of CFU after 3 days at 27 °C was higher for cultures grown on DMSO, the increase being only significant for D2 (+27.4%, *p* < 0.05).

As already mentioned, a total depigmentation of conidia was observed in response to DMSO. Because of the multiple roles of pigments in spore resistance, the resistance of control (green-pigmented) and treated (depigmented) conidia to disruption induced by mechanical treatment using was assessed with ceramic beads. As shown in Figure S1, no significant difference was observed between the two survival curves.

### 3.3. Transcriptomic Response of Aspergillus flavus to DMSO Treatment 

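RNA of the 4-day mycelium was sequenced from 3 groups of 6 cultures: an untreated control, D1 (35.2 mM DMSO) and D2 (281.6 mM DMSO). The authors trimmed the paired reads with Trim_Galore, aligned them with STAR in 2-pass mode to the reference genome and counted them per gene with featureCounts. They deposited the raw counts of the 18 libraries, without normalization, and a table of log2 CPM (counts scaled to library size) of the genes that passed their filter. Total counts per library ranged from 8097957 to 15107981 in the control (median 13077912), from 10186574 to 15517216 at D1 (median 12813658) and from 11199137 to 16734443 at D2 (median 12571042). The authors' filter was applied as written, which asks for at least 1 CPM in at least 5 libraries and at least 1 read in at least 5 libraries of a condition. Counts were normalized with TMM factors (0.860 to 1.10) and all 18 libraries were fitted together with edgeR's quasi-likelihood model, in which the biological coefficient of variation over all genes was 0.134. Each dose was compared with the control, the p-values were adjusted with the Benjamini–Hochberg procedure over the filtered genes, and genes with q-value below 0.05 were taken as differentially expressed genes (DEG). The methods name edgeR but not which of its tests was used. In what follows, CPM are scaled by the TMM factors and given as mean ± SD over the 6 libraries of a group, and the standard error (SE) of a log2 fold change is its size divided by the square root of the test's F statistic. For large falls to few reads this SE can be smaller than the counting error alone. Counting intervals cover counting error only, since the reads carried no molecular identifiers.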

To go further and explore differences in *A. flavus* transcriptomes in response to DMSO, an RNA-seq analysis was conducted. 

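Table S1 gives, as the authors' values, the raw reads of each library, the share of reads that aligned to a unique place and the number assigned to a gene. Its raw reads average 21837720 over the 18 libraries, with group means of 21074742 ± 4143201 (SD, n = 6) in the control, 22715789 ± 2636206 (SD, n = 6) at D1 and 21722628 ± 3158180 (SD, n = 6) at D2. Between 71.8% and 79.6% of the reads aligned to a unique place, and 12778132 reads per library were assigned on average. The totals of the deposited count table are 0.403% to 0.517% higher than these assigned reads in every library, and all values reported from here use the deposited counts.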

An average of 21.8 million reads per library was obtained, which were then aligned to the *A. flavus* NRRL 3357 genome (Table S1). 

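The deposited table lists the genes with their identifiers, contigs, starts, ends and exon lengths, and 93.8% of the lengths are multiples of 3, so that they are read as coding lengths. Of its 13485 genes, 304 had no read in any library, and between 11917 and 12355 genes per library had at least 1 read. The filter kept 10620 genes, which hold all 10619 genes of the authors' table of log2 CPM and 1 more. Recomputed from the counts with a prior count of 2, the log2 CPM differ from the authors' values by 5e-09 at most.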

The gene level counts summarization resulted in a count table for 13,485 genes which was filtered to exclude rarely detected genes (10,619 genes selected). 

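On the log2 CPM of the filtered genes, the first component explained 58.2% and the second 10.2% of the variance. The scores on the first component were −27.3 ± 2.82 (SD, n = 6) in the control, −15.8 ± 2.10 (SD, n = 6) at D1 and 43.1 ± 1.92 (SD, n = 6) at D2. The share of the first component depends on how the genes are weighted, as it was 33.1% with each gene scaled to unit variance and 80.1% over the 500 most variable genes. With 1 library left out at a time, it stayed between 55.9% and 61.0%.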

Principal component analysis (PCA) performed on the log2cpm values of filtered dataset revealed a clear separation of the three groups (control, low and high dose of DMSO) along the first component which explained 58% of the total variance (Figure 4A). 

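The ranges of the 3 groups on the first component did not overlap: control libraries lay between −31.0 and −23.8, D1 libraries between −17.6 and −11.9 and D2 libraries between 40.1 and 45.3. On the second component the groups overlapped, with ranges of −38.1 to 16.9 in the control, −5.29 to 21.4 at D1 and −16.3 to 7.03 at D2.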

Control samples were clearly separated from DMSO-treated ones on this first axis. However, samples treated with the low dose of DMSO were closer to the control ones than to the samples treated with high dose.

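Over all filtered genes, the Euclidean distance of log2 CPM between a D1 and a control library was 43.5 ± 6.73 (SD over 36 pairs), and it was 68.2 ± 2.07 (SD over 36 pairs) between a D1 and a D2 library and 79.3 ± 4.30 (SD over 36 pairs) between a control and a D2 library. Pairs of control libraries lay 44.8 ± 7.63 (SD over 15 pairs) apart, pairs of D1 libraries 37.3 ± 3.49 and pairs of D2 libraries 32.5 ± 3.19. The mean distance between D1 and control libraries was thus no larger than that among control libraries, but larger than that among D1 libraries. Control replicate 4 enters both of the first 2 means, with more weight among control pairs. Over all filtered genes its deviations from the control mean had an SD of 0.381, against 0.243 to 0.279 in the other controls. No distances without it are given here.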

The differential expression analysis conducted on filtered dataset revealed 4891 significantly differentially expressed genes (DEG) in response to DMSO (D1 vs. control and D2 vs. control). 

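In the deposited counts, 5024 genes were DEG at D1, at D2 or at both. The comparison of D1 with the control gave 166 DEG, or 1.56% of the genes tested, of which 70 were up-regulated and 96 down-regulated. At D2 there were 5012 DEG, or 47.2% of the genes tested, of which 2522 were up-regulated and 2490 down-regulated. The number of DEG at D1 depended on the test and the model: it was 280 with DESeq2, 264 with the replicate number as a block, 258 with edgeR's likelihood ratio test and 51 with a test against a 1.2-fold change. That last test gave 2542 DEG at D2, the alternative with the fewest. The likelihood ratio test with robust dispersion on the authors' gene list was chosen after the paper's values were seen. It gave the paper's counts, 241 DEG at D1, 4872 at D2 and 4891 at either dose. With 1 library left out at a time, the DEG of the quasi-likelihood test numbered between 123 and 219 at D1 and between 4571 and 5027 at D2. The up-regulated DEG at D1 fell to 39 without control replicate 1 and rose to 107 without control replicate 3. All 6 treated libraries lay on one side of all 6 control libraries for 140 genes (1.32%) at D1 and 2536 genes (23.9%) at D2, where chance gives 0.216%. A direct comparison of D2 with D1 gave 3839 DEG, 2026 of them higher at D2.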

As illustrated in Figure 4B, 2396 and 2262 were specifically up- and downregulated, respectively, upon exposure to the highest dose of DMSO (D2), whereas only 7 and 20 genes were up- and down-regulated upon exposure to the lowest dose of DMSO (D1). 

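With a gene regulated in the same direction at both doses taken as shared, 2456 genes were up-regulated and 2407 down-regulated at D2 only, and 4 were up-regulated and 13 down-regulated at D1 only. The DEG of both doses numbered 154, with 66 up-regulated at both, 83 down-regulated at both and 5 regulated in opposite directions. Fewer still, 12 genes, were DEG at D1 and in neither direction at D2. These small counts rest on few libraries. The 5 genes of opposite direction numbered 3 without control replicates 1 or 6, D1 replicate 3 or D2 replicates 1, 2, 4 or 5, and 2 without control replicate 5 or D1 replicates 1, 4 or 6. Those up-regulated at D1 only numbered 12 without control replicate 3, 7 without D2 replicate 6, 2 without control replicate 5 or without D1 replicates 1, 3 or 6, and 1 without control replicates 1 or 2. Those down-regulated at D1 only numbered 7 without D1 replicate 1 or 6 and 8 without D1 replicate 4. The 12 genes became 20 without control replicate 3 and 7 without D1 replicate 1 or 6. Whether a gene's response differs between the doses is tested by the direct comparison of D2 with D1, which called 125 of the 166 DEG of D1.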

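Of the DEG at D2, 50.3% were up-regulated, and of those at D1, 42.2%. The median fold change was 1.46 among the up-regulated and 1.37 among the down-regulated DEG at D2, and 1.47 and 1.64 in the same order at D1. The balance at D2 depends on the normalization. With library sizes alone and no TMM factors, 4180 genes were up-regulated and 1341 down-regulated at D2, so that 75.7% were up-regulated, and the median log2 fold change of all genes was 0.165 in place of 0.00476. At D1 the same change gave 53.7% up-regulated DEG. The 10 genes with most counts held 10.0% ± 0.387 (SD, n = 6) of the counts in the control, 9.93% ± 0.211 (SD, n = 6) at D1 and 8.31% ± 0.220 (SD, n = 6) at D2.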

There is no overall major unbalance in the repartition between up- and down-regulated genes under the two conditions.

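The 500 genes with the smallest p-value at D2 were taken from the fit with all 18 libraries. At D2, 254 of them were lower and 246 higher than in the control, and 102 were also DEG at D1.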

The expression profiles of the 500 most significantly regulated genes (according to *q*-value) upon DMSO exposure are presented in a heatmap (Figure 5A). The clustering confirms the close expression pattern between control and D1 samples, whereas D2 samples displayed a distinct expression pattern. 

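For these 500 genes, the median ratio of the log2 fold change at D1 to that at D2 was 0.158, and all 500 were DEG in the direct comparison of D2 with D1. The genes were chosen on the comparison of D2 with the control, so the ratio covers only genes with a clear response at D2. Over the 166 DEG of D1, the median ratio was 0.394.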

Regarding the left clustering dendrogram, nine gene clusters presenting specific expression profiles were identified (Figure 5B). A large majority of the most regulated genes showed a dose-dependent under-expression (cluster 2; 244 genes) or over-expression (clusters 7, 8 and 9; 279 genes), with a lower effect at D1. In addition to that, some genes present a more surprising biphasic expression profile in response to DMSO (clusters 3, 4 and 5; 34 genes) with a stronger regulation at D1 and a lower effect at D2. 

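Among the same 500 genes, 469 changed in the same direction at both doses and more at D2, of which 245 were lower and 224 higher than in the control, and 31 changed in opposite directions. With every DEG of D1 added, there were 564 genes, of which 506 changed in the same direction and more at D2. Across all 10620 genes, the log2 fold changes at D1 and D2 correlated with r = 0.608 and a Spearman rho of 0.575. Genes are not independent replicates, and both fold changes share the same 6 control libraries, so part of this correlation arises without any effect of DMSO. In 20 simulated data sets with no difference between the groups, the mean r was 0.511. The simulated data hold no change at D2, so this value is not the part of r that the shared controls explain. With the D2 libraries kept apart and the control and D1 libraries regrouped, the median r was 0.168 and the largest 0.529. With 3 control libraries for each dose and none shared, over 20 such divisions of the control, the mean r was 0.418.

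**Figure D1:**
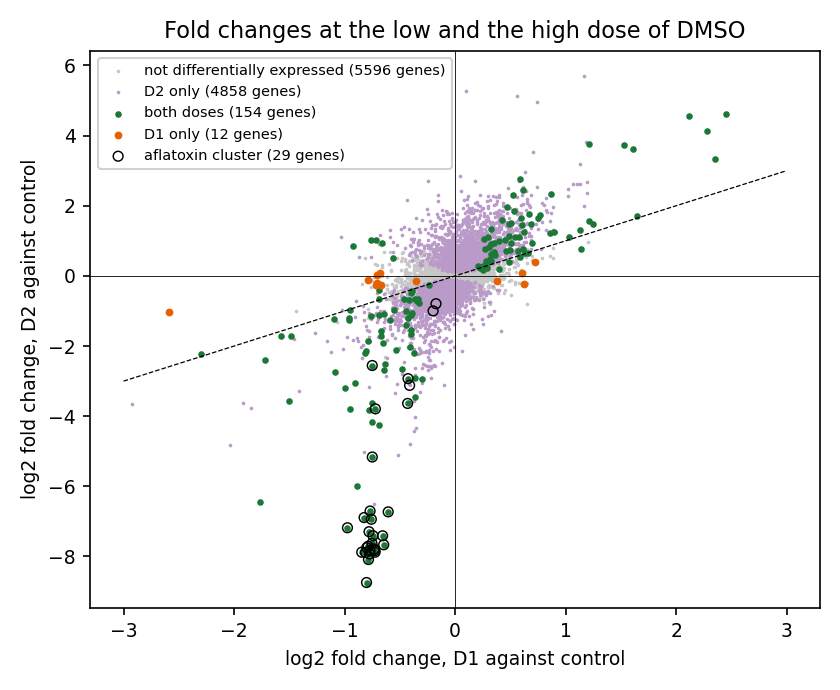
Log2 fold change of each of the 10620 genes at D1 (horizontal axis) and at D2 (vertical axis) against the control, with colours for the genes regulated at D1, at D2 or at both and rings around the 29 genes of the aflatoxin cluster. The dashed line marks equal change at both doses, and 139 of the 166 DEG of D1 lie farther from 0 at D2 in the same direction.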

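Here, a gene was taken as biphasic when it was a DEG at D1, had the larger change at D1 or the opposite direction at D2, and differed between D2 and D1 with q-value below 0.05. Of the genes tested, 16 met this, between 8 (without D1 replicate 1) and 22 (without control replicate 3) with 1 library left out, and 10 without D1 replicate 4 or 6. Over the alternatives the number ranged from 0 with a test against a 1.2-fold change to 28 with the replicate number as a block. The 5 with the smallest q-value between the doses were all lower at D1 and higher at D2 than in the control. AFLA_120760 (NW_002477250.1, 1304705 to 1308524) had 12.7 ± 1.68 CPM in the control, 7.48 ± 2.03 at D1 and 25.7 ± 2.37 at D2 (SD, n = 6), a log2 fold change of −0.76 (SE 0.144, q = 0.00527) at D1 and 1.01 (SE 0.133, q = 3.43e-06) at D2, with all 6 libraries of each dose on that side of the control mean. The log2 fold changes at D1 and D2 were −0.72 and 1.03 for AFLA_041680, −0.93 and 0.84 for its neighbour AFLA_041690, −0.66 and 0.94 for AFLA_122470 and −0.56 and 0.52 for AFLA_063090. The calls at D1 are weak for 3 of these. With 1 library left out, the q-value at D1 ranged from 0.000718 to 0.0678 for AFLA_041680, from 0.00983 to 0.117 for AFLA_122470 and from 0.0164 to 0.106 for AFLA_063090, and these genes remained DEG in 11, 5 and 4 of the 18 refits. Without TMM factors, without a low-count filter and in a fit of D1 and control alone, AFLA_122470 and AFLA_063090 were not called at D1, the latter also not without the suffix-B libraries or with thinned counts. AFLA_041680 lost its call without control replicates 5 or 6 and without D1 replicates 1, 2, 3, 4 or 6. AFLA_122470 kept it only without control replicate 4, D1 replicates 2 or 3 and D2 replicates 3 or 6, and AFLA_063090 only without control replicates 2 or 6, D1 replicate 2 and D2 replicate 3.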

Finally, some genes (clusters 1 and 6; 58 genes) showed a similar regulation profile by both doses of DMSO.

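Of the 154 DEG of both doses, 149 changed in the same direction at both. In 109 of the DEG of D1 the change at D2 was larger and the direct comparison called the difference, and in 39 the same direction was found at both doses with no call between them. A missing call between the doses does not show that the responses are equal. AFLA_070170 is such a gene, with a log2 fold change of −2.30 (SE 0.333, q = 0.000472) at D1 and −2.21 (SE 0.329, q = 1.58e-05) at D2. Its expression was 32.5 ± 16.4 CPM in the control, 6.51 ± 2.32 at D1 and 7.03 ± 2.60 at D2 (SD, n = 6).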

### 3.4. Functional Analysis of Differentially Expressed Genes

Gene ontology enrichment analysis was performed on DEG obtained in response to low (*n* = 241) and high (*n* = 4872) doses of DMSO, regardless the nature of their regulation (Table S2). For each dose, the three GO domains: Biological Process, Molecular Function and Cellular Component were analyzed (Figure 6). 

For the GO domain “Biological Process”, the two most significantly over-represented categories for DEG in response to both doses of DMSO were “organic heteropentacyclic compound biosynthetic process” and “toxin metabolic process”, with almost 100% of the genes down-regulated. Each of these categories included 23 and 27 DEGs in response to D1 and D2, respectively, which almost all belonged to the aflatoxins’ cluster. For D1, the next over-represented terms were “secondary metabolic process”, “carbohydrate derivative transport” and “single-organism biosynthetic process”. For D2, the other over-represented terms were completed by “divalent metal ion transport”, “small molecule catabolic process” and “polysaccharide metabolic process”. 

For the GO domain “Cellular Component domain”, the over–represented categories were associated with cell wall; “cell envelope” and “external encapsulating structure part” for D1 treatment; “fungal-type cell wall”, “external encapsulating structure” and “cell periphery” for D2 treatment.

Noticeably, all GO terms in Biological Process and Cellular Component were enriched with a larger proportion of down-regulated DEG than up-regulated ones, especially for D1 treatment which showed seven enriched top GO terms with 100% down-regulated DEG.

For the GO domain “Molecular Functions” D1 treatment was associated with catalytic activity (“serine-type carboxypeptidase activity”, “glucosidase activity”, “oxidoreductase activity and acting on peroxide as acceptor”), interactions with carbohydrates (“carbohydrate binding”) and “antioxidant activity”. D2 treatment was also associated with catalytic activity (“oxidoreductase activity, acting on the CH-NH_2_ group of donors”, “ligase activity, forming carbon-nitrogen bonds”, “ligase activity”), in addition to other functions such as “active transmembrane transporter activity” and “cofactor binding”.

### 3.5. Effect of DMSO Treatment on Secondary Metabolism

#### 3.5.1. DMSO Impact on All Secondary Metabolism Gene Clusters

We next investigated the impact of DMSO on expression of genes belonging to 56 described or predicted Biosynthetic Gene Clusters (BGC). Figure 7 and Table S3 show that DMSO had an effect on many clusters, with a dose-dependent modulation. 

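Table S3 lists 523 genes in the 56 clusters, of which 355 passed the filter. At D1, 34 of these were DEG and at D2, 231.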

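In the deposited counts, 7 of the 56 clusters had a DEG at D1. The DEG were all lower than in the control in 4 of them (clusters 11, 31, 35 and 54) and all higher in 3 (clusters 3, 5 and 51). In 4 of these 7 clusters a single gene was a DEG, and 3 clusters had at least 2. DESeq2 gave 11 clusters, and library sizes without TMM factors gave 4. The clusters with lower DEG numbered 2 without D1 replicate 3, 4 or 5. The DEG of cluster 51 at D1 is AFLA_127010, which had 0.283 ± 0.278 CPM in the control and 1.01 ± 0.217 at D1 (SD, n = 6), with q = 0.0217, and lost its call without control replicate 1 (q = 0.0692), control replicate 6 (q = 0.0517) or D1 replicate 1 (q = 0.0523), in a fit of D1 and control alone and without the suffix-B libraries.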

In response to a low dose of DMSO (D1), 9 BGC (16%) were regulated (6 down- and 3 up-regulated). 

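In cluster 54, 29 of the 30 genes were tested and 26 of them, or 89.7%, were DEG at D1, all lower than in the control. Their mean log2 fold change was −0.74, between −0.79 and −0.70 with 1 library left out. The mean log2 CPM of the cluster was 7.24 ± 0.186 (SD, n = 6) in the control and 6.55 ± 0.187 (SD, n = 6) at D1. Cluster 3, with 2 genes, had both of them up-regulated. Cluster 5 had 1 DEG among 3 genes (33.3%), and the other clusters with a DEG had between 11.8% and 25% of their tested genes regulated.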

Cluster 54 (encoding for aflatoxins) was the most regulated BGC, presenting more than 80% of its genes regulated.

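At D2, 52 clusters had at least 1 DEG. This number was between 49 and 52 with 1 library left out. Among the clusters without a DEG, 14 and 53 had no gene that passed the filter, and 7 and 10 had 3 tested genes each.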

The high dose of DMSO (D2) had a stronger impact with 52 regulated BGC (93% of total studied BGC). 

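The DEG at D2 were all higher than in the control in 14 clusters, all lower in 14, and of both directions in 24. With the rule that a cluster needs at least 2 DEG, these numbers were 7, 8 and 24, since a cluster with 1 DEG has only 1 direction.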

Among modulated clusters, 13 (23%) were up-regulated, 15 (27%) were down-regulated and 24 (43%) showed a mixed modulation (both up- and down-regulated genes). The two clusters which displayed the highest regulation at D1 (cluster 54 and cluster 3) also showed the strongest effect at D2. 

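In cluster 3, AFLA_004440 had a log2 fold change of 1.61 (SE 0.205, q = 0.000157) at D1 and 3.62 (SE 0.196, q = 6.6e-12) at D2, and AFLA_004450 had 2.28 (SE 0.190, q = 7.41e-07) and 4.12 (SE 0.185, q = 2.93e-13). Both lie on contig NW_002477247.1, from 1109751 to 1113845 and from 1115175 to 1131702. Expression of AFLA_004450 was 3.43 ± 1.03 CPM in the control, 17.2 ± 3.94 at D1 and 61.8 ± 11.7 at D2 (SD, n = 6). The mean log2 fold change of the cluster was 1.95 at D1 and 3.87 at D2, where no other cluster with higher DEG only exceeded 1.61. At D1 the mean log2 fold changes of the clusters with higher DEG were 1.95 in cluster 3, 1.64 in cluster 51 and 0.87 in cluster 5, in the last 2 from 1 gene each.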

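At D2, the 29 tested genes of cluster 54 had a mean log2 fold change of −6.28, and the logarithm of their mean fold, which weights the genes by their fold, was −7.22. The mean log2 fold change ranged from −7.41 (median over the genes) to −6.07 (limma-trend on the authors' log2 CPM) over the alternatives and from −6.33 to −6.24 with 1 library left out. Cluster 31 followed with −2.25 over 17 genes and cluster 55 with −2.19 over 4 genes, and on the scale of the mean fold these were −2.41 and −2.22. Among the remaining clusters with lower DEG only, cluster 33 had the lowest mean, −1.74, from 1 gene. The mean log2 CPM fell from 8.20 ± 0.167 (SD, n = 6) in the control to 6.02 ± 0.0735 (SD, n = 6) at D2 in cluster 55 and from 6.77 ± 0.144 (SD, n = 6) to 4.53 ± 0.107 (SD, n = 6) in cluster 31.

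**Figure D2:**
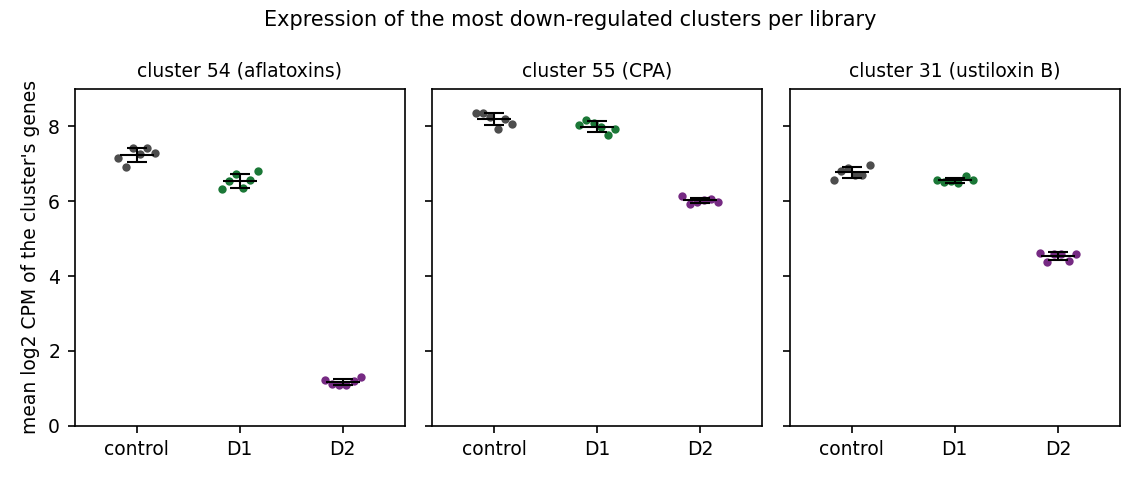
Mean log2 CPM over the tested genes of clusters 54, 55 and 31 in each library (points), with the mean and SD of the 6 libraries of each group (bars). In all 3 clusters the 6 libraries of D2 lie below every control library, and in cluster 54 the D2 libraries have a mean of 1.17.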

Cluster 54 was the most down-regulated BGC (log2FC −7.22); all other down-modulated BGC exhibited fold changes below 6 (log2FC <2.5), among which clusters 55 and 31 were the most impacted. 

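The mean log2 fold change of the DEG of cluster 5 rose from its single gene at D1 to 1.13 at D2, from 3 genes. In cluster 51, which has 4 tested genes among 13, AFLA_127010 was the only DEG at D1, and the mean at D2 was 1.22 from 3 genes. At D2 the log2 fold changes in cluster 51 were 1.70 (SE 0.361, q = 0.000676) for AFLA_127010, 1.65 (SE 0.153, q = 2.99e-08) for AFLA_127100 and 0.31 (SE 0.103, q = 0.0179) for AFLA_127110. The call of AFLA_127110 at D2 was lost without the suffix-B libraries (q = 0.0817).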

On the opposite side, clusters 5 and 51 were up-regulated at both DMSO concentrations.

#### 3.5.2. DMSO Impact on Characterized Secondary Metabolites (Cluster and Production)

The metabolites produced by most of the SMURF-predicted BGC in *A. flavus* are still unknown. To date, secondary metabolites have been experimentally assigned to only twelve BGC [42,43,44,45,46,47,49,50,51,52]. Among these identified BGC, fold change details of those presenting almost all DEG in response to DMSO are presented as follows. In parallel, the impact of DMSO on the production of corresponding secondary metabolites has also been evaluated. Before detailing mixed-modulated clusters, full down-regulated characterized clusters are presented, starting with the most down-repressed cluster in response to both doses of DMSO which is aflatoxins cluster (#54).

- Aflatoxin B1

Biosynthesis of aflatoxins involves 30 genes among which *aflR* and *aflS* play a role in internal regulation of aflatoxin gene cluster. 

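The gene *aflU* (AFLA_139430) had 55 reads in all 18 libraries together and did not pass the filter. The 29 other genes of the cluster passed it and lie on contig NW_002477243.1, from *aflYa* (AFLA_139140), which the paper's text calls *nadA*, at 2184515 to *aflF* (AFLA_139440), which ends at 2253102.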

Their expression changes to both DMSO doses are presented in Figure 8A where *aflU* is absent (“not detected”) in relation with the inability of *A. flavus* species to produce G-type aflatoxins. 

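All 29 tested genes had a lower mean expression at D1 than in the control and a lower one at D2 than at D1. At D2 all 29 were DEG, and in each of them the 6 libraries of D2 lay below the control mean.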

After DMSO exposure, all genes of the cluster were down-regulated. 

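At D1, the q-value of the quasi-likelihood test was 0.758 for *aflF* (AFLA_139440), 0.0505 for *aflT* (AFLA_139420) and 0.132 for *aflR* (AFLA_139360). The log2 fold changes were −0.17 (SE 0.208), −0.20 (SE 0.0504) and −0.41 (SE 0.128), and the D1 libraries below the control mean numbered 4, 6 and 6. The value of *aflT* lies at the limit, as it became 0.0494 without D1 replicate 6, ranged up to 0.264 over the alternatives and was called with DESeq2, with DESeq2 size factors and with the suffix B as a term. The call of *aflR* was made with the replicate number as a block and with thinned counts, and its q-value ranged up to 0.433. Of the genes called, *aflI* (AFLA_139230, q = 0.0495) and *aflJ* (AFLA_139320, q = 0.0217) lay nearest the limit. With 1 library left out, the q-value of *aflI* ranged from 0.0244 to 0.123, and it remained a DEG only without control replicates 2 or 4 and D2 replicates 1, 2 or 6. It was not called with library sizes alone, without a low-count filter, with filterByExpr, with limma-trend or with the suffix B as a term. The q-value of *aflJ* ranged from 0.0056 to 0.063, past the limit without control replicates 5 or 6 and D1 replicates 1 or 4, and it was not called in a fit of D1 and control alone.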

In response to low dose of solvent (D1), the down-regulation was not significant for *aflF*, *aflT* and *aflR* (*q*-values = 0.802, 0.084 and 0.064, respectively). 

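The largest decrease at D1 was that of *aflY* (AFLA_139150), from 256 ± 36.7 CPM in the control to 130 ± 17.6 at D1 (SD, n = 6), a fold change of −1.96 (log2 −0.97, SE 0.131, q = 0.000255). The smallest among the DEG was that of *aflS* (AFLA_139340), with a fold change of −1.34. The 3 genes that were not DEG had fold changes of −1.33 (*aflR*), −1.15 (*aflT*) and −1.13 (*aflF*).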

The fold change decrease for the other genes was limited and ranged from −1.96 for *aflY* to −1.13 for *aflF*.

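For each of the 29 genes the log2 fold change was lower at D2 than at D1, and the direct comparison of D2 with D1 gave q = 0.0304 for *aflF* (AFLA_139440), the largest q-value of the cluster, and 1.54e-10 for *aflT* (AFLA_139420).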

A high dose of DMSO (D2) led to a greater decrease in the expression of genes. 

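At D2, *aflT* (AFLA_139420) had 53.8 ± 2.70 CPM against 108 ± 4.21 in the control (SD, n = 6), with an SE of the log2 fold change of 0.0512 (q = 2.67e-12). For *aflF* (AFLA_139440) the values were 3.00 ± 1.13 and 5.23 ± 0.641 CPM (SD, n = 6), a log2 fold change of −0.79 (SE 0.216, q = 0.00508).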

Except for *aflT* and *aflF* (log2FC < 1), all the other genes in the cluster were more heavily repressed. The inhibition ranged from 5.88 (*aflA*) to 428.8 (*nadA*) folds. 

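Outside *aflT* and *aflF*, the fold changes at D2 ranged from −5.88 for *aflA* (AFLA_139380) to −428 for *aflYa* (AFLA_139140). Expression of *aflYa* fell from 34.8 ± 3.25 CPM to 0.0683 ± 0.0366 CPM (SD, n = 6), which are 2513 reads in the 6 control libraries and 6 reads in the 6 D2 libraries. Corrected for library size, these reads give a ratio of 487 with an exact 95% counting interval from 223 to 1327, so the depth leaves the size of this fold open within that range. For *aflM* (AFLA_139300), the gene with the next largest fold, 38289 and 163 reads give a ratio of 273 with an interval from 234 to 320.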

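The regulator *aflR* (AFLA_139360) had 39.2 ± 6.83 CPM in the control, 29.5 ± 3.45 at D1 and 4.46 ± 1.18 at D2 (SD, n = 6), and *aflS* (AFLA_139340) had 162 ± 17.4, 120 ± 10.7 and 21.2 ± 2.27 CPM (SD, n = 6). At D2 their log2 fold changes were −3.12 (SE 0.150, q = 8.6e-13) and −2.93 (SE 0.0877, q = 2.11e-16), which are fold changes of −8.70 and −7.62. At D1 *aflS* had a log2 fold change of −0.43 (SE 0.0799, q = 0.00515). The difference between the regulators' responses was not tested.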

The two genes encoding regulators AFLR and AFLS appeared among the less affected genes and their repression degrees were similar at both doses (−1.33 and −1.34 at D1, −8.7 and −7.6 at D2, respectively) even if *aflR* did not show a significant regulation at D1.

The exposition of *A. flavus* cultures to D1 and D2 led to 63% and 100% inhibition of the AFB1 production, respectively (Figure 8B). It is interesting to note that the level of gene down-regulation was correlated with the intensity of AFB1 inhibition. The HPLC-HRMS analyses also showed a decreased production of several aflatoxin B1 intermediates (versicolorins A and B, O-methylsterigmatocystin) (Table S4).

- Cyclopiazonic Acid

Located near the aflatoxins cluster, cyclopiazonic acid (CPA) cluster (#55) also appeared to be under-expressed after DMSO treatment (Figure 9A). 

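The 4 genes of cluster 55, AFLA_139460 to AFLA_139490, lie on contig NW_002477243.1 between 2257028 and 2277677, beyond the end of the aflatoxin genes. Their mean log2 CPM at D1 was 7.99 ± 0.140 (SD, n = 6).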

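The MFS transporter AFLA_139460 had 505 ± 43.0 CPM in the control, 438 ± 13.5 at D1 and 159 ± 13.8 at D2 (SD, n = 6), with a log2 fold change of −1.67 (SE 0.0651, q = 2.32e-14) at D2. The gene *pks-nrps* (AFLA_139490) had 110 ± 20.6, 97.0 ± 15.1 and 19.1 ± 2.44 CPM (SD, n = 6), with a log2 fold change of −2.53 (SE 0.130, q = 2.79e-12) at D2. Between these lay AFLA_139470 with −2.40 and AFLA_139480 with −2.15. At D1 all 4 genes had log2 fold changes between −0.23 and −0.19, with q-values of 0.128 (AFLA_139460), 0.229 (AFLA_139470), 0.269 (AFLA_139480) and 0.530 (*pks-nrps*) in edgeR's test. DESeq2 called AFLA_139460 at D1, and AFLA_139480 was called without control replicate 4 (q = 0.0493).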

All four genes of the cluster were significantly down-regulated in response to the high dose of DMSO only, with fold changes from −3.17 for the MFS transporter (AFLA_139460) to 5.78 for the hybrid backbone enzyme (AFLA_139490/pks-nrps).

As observed for AFB1, CPA production was also decreased in response to DMSO in a dose-dependent manner, but CPA levels were still detectable at D2, with 33% and 86% of production inhibition at D1 and D2, respectively (Figure 9B).

- Ustiloxin B

Ustiloxin B genes cluster (#31) also presented a global down-modulation after DMSO treatment. 

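Of the 18 genes listed in cluster 31, 17 passed the filter, and their mean log2 CPM at D1 was 6.56 ± 0.0639 (SD, n = 6). Over these genes the log2 fold change was below 0 for all 17 at D2 and for 16 at D1, *ustR* (AFLA_095080) having 0.01 at D1.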

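At D1, the quasi-likelihood test called *ustD* (AFLA_095040), with a log2 fold change of −0.30 (SE 0.0623, q = 0.0136), and *ustF2* (AFLA_095050), with −0.37 (SE 0.0802, q = 0.0185). Both lost the call with library sizes alone, and *ustF2* also without D1 replicate 4 (q = 0.0565). For *ustC* (AFLA_094960) the log2 fold change was −0.30 (SE 0.0805, q = 0.0677) and for *ustP1* (AFLA_095000) −0.36 (SE 0.108, q = 0.111). The likelihood ratio test, the exact test and DESeq2 called both of these, and *ustC* was also called with the replicate number as a block, without control replicate 1 (q = 0.0422) and without D1 replicate 5 (q = 0.0439). Another gene near the limit was *ustF1* (AFLA_094950), with a log2 fold change of −0.27 (SE 0.0743, q = 0.0778), which the same 3 tests, the replicate block and the fit without the suffix-B libraries called. DESeq2 also called *ustP2* and *ustYb*, the replicate block *ustYa*, and the fit without the suffix-B libraries *ustYa* and *ustH*. In all these genes the 6 D1 libraries lay below the control mean. At D2 all 17 tested genes were DEG.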

Only four genes were significantly under-expressed in response to low dose of solvent (*ustC*, *ustP1*, *ustD*, *ustF2*), whereas all genes showed a significant down-regulation after exposure of the highest dose (Figure 10). 

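The smallest fold change at D2 was that of *ustT* (AFLA_095070), −1.45, from 134 ± 16.7 to 92.4 ± 4.85 CPM (SD, n = 6). The largest was that of *ustA* (AFLA_094980), −8.38, from 3603 ± 412 to 430 ± 48.7 CPM (SD, n = 6), a log2 fold change of −3.07 (SE 0.0990, q = 7.71e-16). The table counts *ustR* as 2 genes, AFLA_095080 with 26.7 ± 6.90 CPM in the control and 13.8 ± 0.716 at D2 (fold change −1.93, q = 4.67e-05), and AFLA_095090 with 18.6 ± 3.64 and 10.3 ± 0.699 CPM (fold change −1.81, q = 5.22e-05).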

The observed fold changes for the cluster in response to D2 ranged from −1.45 (*ustT*) to −8.37 (*ustA*, precursor peptide). *ustR* (AFLA_095080 and AFLA_095090), which encodes for the regulator of the cluster, a fungal-type Zn(II)2Cys6 transcription factor, was significantly repressed at D2 (FC −1.93). To evaluate the impact of these modifications on metabolite production, the culture medium and mycelium were separately extracted. A metabolite sharing the same retention time and the same MS/MS spectrum with an ustiloxin B authentic standard was observed only in fungal extracts in HPLC-HRMS analyses in the positive ionization mode (Figure S2 and Table S4). A significant decrease and a disappearance of ustiloxin B from extracts were confirmed at D1 and D2 doses, respectively.

- Mixed regulated BGC: leporins, ditryptophenaline and kojic acid

Other identified clusters with 100% detected genes in our study displayed mixed regulation (Figure S3). 

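Of the 17 genes that Table S3 lists in cluster 23, 16 passed the filter and 12 were DEG at D2, 8 of them higher and 4 lower than in the control. The higher ones were *orf1* (AFLA_066820), *lepA*, *lepC*, *lepD*, *lepF*, *lepG*, *lepH* and *lepI*, with log2 fold changes between 0.22 (*orf1*, q = 0.0476) and 1.33 (*lepC*, AFLA_066880). The lower ones, named as in Table S3, were *orf3* (AFLA_066950) with −0.98, AFLA_066960 with −0.51, *orf4* (AFLA_066970) with −0.93 and *orf6* (AFLA_066980) with −0.65. The call of *orf1* rests on single libraries. With 1 library left out its q-value ranged from 0.0112 to 0.12, and it remained a DEG only without control replicates 2, 3 or 6, D1 replicate 2 and D2 replicates 1, 2 or 5. DESeq2, DESeq2 size factors, the absence of a low-count filter, a fit of D2 and control alone and the absence of the suffix-B libraries each left it uncalled. For *lepB* (AFLA_066860) the log2 fold change was 0.24 with q = 0.0898, and it was called without D2 replicate 4 (q = 0.0467), with library sizes alone and with the replicate number as a block. No gene of the cluster was a DEG at D1 in edgeR's quasi-likelihood test, and *lepI* (AFLA_066940, log2 fold change 0.39, q = 0.139, 5 of 6 D1 libraries above the control mean) was called with the replicate number as a block (q = 0.0494). It was also called with the library number (q = 0.0425) or a library number above 12 (q = 0.0287) as a term, both chosen after the data were seen.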

For leporins genes cluster (#23), 3 (*orf4*, *orf5* and *orf6*) and 7 (*lepA*, *lepC*, *lepD*, *lepF*, *lepG*, *lepH* and *lepI*) out of 14 genes were significantly under-expressed and over-expressed, respectively, at high dose of DMSO. 

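The gene *lepE* (AFLA_066900) had 1.52 ± 0.756 CPM in the control, 1.18 ± 0.612 at D1 and 1.82 ± 0.643 at D2 (SD, n = 6). Its log2 fold change was −0.37 (SE 0.372, q = 0.715) at D1 and 0.27 (SE 0.345, q = 0.543) at D2, with 5 of 6 D2 libraries above the control mean.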

The gene encoding leporins cluster transcription factor *lepE* did not show significant changes in expression levels.

Ditryptophenaline (#4) and kojic acid (#56) clusters, both composed of three genes, displayed a slight and contrasted modulation of their gene expression, with only one gene significantly down-regulated for each cluster: *dtpA* for ditryptophenaline cluster (−1.19) and *kojT* for kojic acid cluster (FC −1.21). 

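In cluster 4, *dtpA* (AFLA_005440) had a log2 fold change of −0.25 (SE 0.0846, q = 0.0198) at D2, *dtpB* (AFLA_005450) −0.23 (q = 0.0943) and *dtpC* (AFLA_005460) 0.04 (q = 0.730). The call of *dtpA* was lost with library sizes alone and without control replicate 1 (q = 0.0585), control replicate 2 (q = 0.0509) or D2 replicate 3 (q = 0.0637). Expression of *dtpB* in control replicate 4, 55.2 CPM, lies far below that of the 5 other control libraries, and without this library (q = 7.55e-05) or without the suffix-B libraries the gene was called. In cluster 56, *kojT* (AFLA_096060) fell by 0.28 on the log2 scale (SE 0.0484, q = 9.69e-05) at D2, a call that was lost with library sizes alone. The gene *kojA* (AFLA_096040) was also called at D2, with a log2 fold change of 0.23 (SE 0.0869, q = 0.0371), and *kojR* (AFLA_096050) was not (q = 0.374), although library sizes alone called it. The call of *kojA* was lost without control replicates 1, 2, 5 or 6 and D2 replicates 3 or 6, with q-values up to 0.102, and it was not made by the likelihood ratio and exact tests, in a fit of D2 and control alone or without the suffix-B libraries.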

No impact of these weak down-regulations was observed on the production of both metabolites.

Fold change details of characterized clusters presenting more than one undetected genes (for example aflavarin or aspergillic acid) are available in Supplementary Data (Table S3).

### 3.6. Impact of DMSO Treatment on Expression of Genes Related to Fungal Development

As DMSO modulates fungal development, it was important to analyze its impact on genes known to be involved in this function. Likewise, global transcription factors are known to coordinate both primary and secondary metabolism. 

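The genes of Table 1 were read from the same fit, and the q-values are those over all 10620 genes tested. The fold changes at D2 of *flbB*, *brlA* and *abaA* are small enough to depend on the normalization, as their calls were lost with library sizes alone.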

The expression levels of several global regulators and genes related to conidiogenesis were significantly impacted after DMSO exposure (Table 1). As already noted, the DMSO dose D1 had lower impact than the highest dose, by over-expressing only two development-related genes: *veA* and *pksP*.

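The genes of Table 1 with a call at D1 were *veA* (AFLA_066460), with q = 0.00174, and *pksP* (AFLA_006170), with q = 3.63e-05. The next nearest to the limit was *dewA* (AFLA_060780), with a log2 fold change of −1.03 (SE 0.276, q = 0.0665). It had 4.52 ± 2.09 CPM in the control and 2.20 ± 0.652 at D1 (SD, n = 6), all 6 D1 libraries lying below the control mean, and it was called without control replicate 2 (q = 0.0203) and by the likelihood ratio test, the exact test, DESeq2, the replicate block and thinned counts.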

#### 3.6.1. Velvet Complex Members and Other Global Transcription Factors

*VeA* (AFLA_066460) coding for a global regulator gene belonging to the velvet complex, was over-expressed at the two doses, with a 1.24 and a 1.77-fold change compared to the control. 

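Expression of *veA* was 70.7 ± 2.93 CPM in the control, 87.4 ± 4.44 at D1 and 125 ± 6.64 at D2 (SD, n = 6). The log2 fold change was 0.31 (SE 0.0502) at D1 and 0.82 (SE 0.0501, q = 4.68e-11) at D2, and the direct comparison of the doses gave q = 7.92e-08. All libraries of both doses lay above the control mean.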

As velvet family proteins, VosA and LaeA can interact with VeA to modulate various functions such as spore viability, secondary metabolism, sexual and asexual development. *vosA* (AFLA_026900) showed a significant over-expression in response to D2 only. 

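For *vosA* the expression was 33.0 ± 2.58 CPM in the control, 35.3 ± 4.92 at D1 and 72.9 ± 5.37 at D2 (SD, n = 6). The log2 fold change was 0.10 (SE 0.0845, q = 0.660) at D1 and 1.14 (SE 0.0836, q = 9.03e-10) at D2, and the comparison of D2 with D1 gave q = 4.62e-09.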

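The gene *laeA* (AFLA_033290) had 48.0 ± 3.00 CPM in the control, 42.9 ± 4.89 at D1 and 30.9 ± 2.72 at D2 (SD, n = 6). Its log2 fold change was −0.16 (SE 0.0754, q = 0.379) at D1 and −0.64 (SE 0.0762, q = 1.05e-06) at D2.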

Expression of *laeA* (AFLA_033290), a transcriptional factor known to regulate fungal secondary metabolism, was found down-expressed for D2 dose. Finally, the *mtfA* (AFLA_091490) gene presented a similar up-regulated response to *veA* (+1.26).

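Expression of *mtfA* was 65.1 ± 6.69 CPM in the control, 74.2 ± 13.4 at D1 and 82.1 ± 6.23 at D2 (SD, n = 6), with a log2 fold change of 0.34 (SE 0.0979, q = 0.00825) at D2. At D1 the log2 fold change was 0.19 (SE 0.0981, q = 0.432), with 4 of 6 libraries above the control mean, and the comparison of D2 with D1 gave q = 0.261.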

#### 3.6.2. Asexual Development and Pigmentation

Genes belonging to the so-called fluffy gene family (*fluG*, *flbA*-*D*) showed variable regulations. *FluG* (AFLA_101920) and *flbA* (AFLA_134030) were up-regulated in response to D2, whereas *flbB* (AFLA_131490), *flbC* (AFLA_137320) and *flbD* (AFLA_080170) were down-regulated. 

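At D2 the log2 fold change was 0.31 (SE 0.0953, q = 0.011) for *fluG* and 0.53 (SE 0.106, q = 0.000387) for *flbA*. It was −0.26 (SE 0.0607, q = 0.00162) for *flbB*, −0.70 (SE 0.160, q = 0.00132) for *flbC* and −0.51 (SE 0.108, q = 0.000684) for *flbD*. In each of these 5 genes all 6 D2 libraries lay on the same side of the control mean, and none was called at D1, where the smallest q-value was 0.482 (*flbC*). With library sizes alone *flbB* was no longer called.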

Noticeably, except *rodB* (AFLA_014260) which encodes a hydrophobin involved in cell wall integrity, some conidial specific genes (*conF* (AFLA_044800), *conJ* (AFLA_083110), AFLA_044790) were mainly up-regulated, with rather high fold changes compared to the control (4.95, 4.53, 3.63, respectively). By contrast, transcription of genes related to conidial development presented contrasted changes after D2 treatment, with both over- (AFLA_052030 *wetA*,) and under-expressed genes (AFLA_029620 *abaA*, AFLA_082850 *brlA*). 

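At D2 the log2 fold change was 2.31 (SE 0.155, q = 2.3e-10) for *conF*, 2.18 (SE 0.156, q = 6.27e-10) for *conJ* and 1.86 (SE 0.199, q = 2.33e-07) for AFLA_044790, the neighbour of *conF* on contig NW_002477241.1. Expression of AFLA_044790 was 343 ± 137 CPM in the control, where replicate 4 had 605 CPM, and 1247 ± 197 at D2 (SD, n = 6). For *rodB* it was 423 ± 79.8 and 272 ± 25.6 CPM (SD, n = 6), a log2 fold change of −0.63 (SE 0.110, q = 9.7e-05).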

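For *wetA* the log2 fold change at D2 was 0.58 (SE 0.0889, q = 2.39e-05). For *abaA* it was −0.28 (SE 0.0895, q = 0.0139), a call lost with library sizes alone and without the suffix-B libraries. For *brlA* (AFLA_082850) it was −0.19 (SE 0.0703, q = 0.0289), from 226 ± 20.9 CPM in the control to 198 ± 18.4 at D2 (SD, n = 6). The call of *brlA* was lost with library sizes alone, in a fit of D2 and control alone, without the suffix-B libraries, and without control replicate 1 (q = 0.0808), control replicate 4 (q = 0.0551), control replicate 5 (q = 0.0526), D2 replicate 3 (q = 0.0661) or D2 replicate 6 (q = 0.0774). At D1 the log2 fold changes were −0.195 for *brlA* (q = 0.222), −0.233 for *abaA* (q = 0.258) and 0.0910 for *wetA* (q = 0.706). The direct comparison of D2 with D1 gave q = 0.990 for *brlA*, 0.704 for *abaA* and 0.000213 for *wetA*. No difference between the doses was thus detected for *brlA* and *abaA*.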

*A. flavus* cultures were totally depigmented in response to D2, and surprisingly genes related to pigmentation (AFLA_006170 *pksP*/*alb1*/*wA*, AFLA_006180 *arb2* and AFLA_075640 *ayg1*) were up-regulated, with fold changes of 5.03, 1.45 and 2.26, respectively.

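Expression of *pksP* was 272 ± 23.6 CPM in the control, 498 ± 92.2 at D1 and 1371 ± 67.5 at D2 (SD, n = 6), with a log2 fold change of 0.87 (SE 0.0972) at D1 and 2.33 (SE 0.101, q = 1.54e-13) at D2. For *arb2* it was 136 ± 21.6 CPM in the control and 199 ± 17.5 at D2 (SD, n = 6), a log2 fold change of 0.54 (SE 0.106, q = 0.000321) at D2. For *ayg1* it was 12.1 ± 0.664 and 27.5 ± 4.16 CPM (SD, n = 6), a log2 fold change of 1.18 (SE 0.146, q = 1.65e-06) at D2. At D1 the q-values of *arb2* and *ayg1* were 0.517 and 0.660. The paper calls this increase surprising, since the cultures had lost their pigment, and proposes a feedback regulation to restore it.

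**Figure D3:**
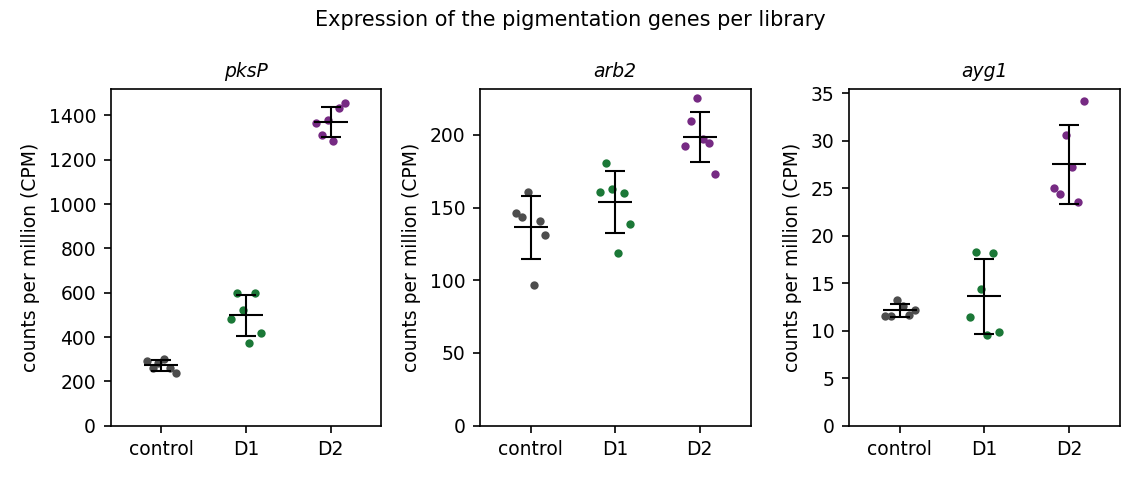
CPM of *pksP*, *arb2* and *ayg1* in each library (points), with the mean and SD of the 6 libraries of each group (bars). The 6 libraries of D2 lie above every control library in all 3 genes, and for *pksP* (AFLA_006170) the 6 D1 libraries, between 373.7 and 597 CPM, lie between the groups.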

## 4. Discussion

DMSO is a very widely used solvent, but its biological properties remain little known, and only few studies had recently reported its effects on fungi. Thus, we chose to explore the impact of DMSO at macroscopic and molecular levels on the notorious pathogenic mold *Aspergillus flavus*, through physiological parameters and high-throughput transcriptomic analysis.

First, we studied the impact of increasing concentrations of DMSO on colonies aspects and more specifically conidial pigmentation, which we used as a basis to select two working doses. Researchers were attracted very early by this main morphological impact of this molecule, namely the conidial depigmentation [23,24]. In our assay, the loss of pigmentation was present from the first tested concentration (17.6 mM) but better macroscopically detectable from 35.2 mM. These data are coherent with results from Bean et al. [24] where a first noticeable depigmentation of *A. flavus* conidia was detected at 2500 ppm (32 mM). Apart from its effect on conidial pigmentation, DMSO presented only a slight impact on other measured fungal growth parameters such as colony diameter, conidiation (spores/cm^2^) and germination delay. The limited effect of DMSO on fungal development was already observed by Tillman and Bean [54], who found that a large range of DMSO concentrations (0 to 50,000 ppm) did not affect mycelial growth or sporulation in *Fusarium roseum*. 

To explore the mechanisms of action of DMSO at molecular levels, RNA-seq emerged as a relevant analytical method that has already been used for mapping global transcriptional changes in mycotoxin producer fungi, including *A. flavus*, for example in response to versatile environmental conditions [55,56] or aflatoxinogenesis inhibitory compounds [11,57,58].

Results from our transcriptomic analysis showed a contrasting amount of DEG in response to the two concentrations of DMSO. Indeed, 241 and 4872 genes were differentially expressed in response to D1 and D2, respectively. 

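Counts simulated with 200 genes changed at each dose by 1.5-fold, 2-fold or 4-fold show what 6 libraries per group can detect at these depths. The fit called 70.1% of the 1.5-fold, 94.0% of the 2-fold and 100% of the 4-fold changes at D1, and 2.22% of its calls were false. The genes were drawn independently, so these rates leave out differences that many genes of a library share. The median fold changes of the DEG at D2, 1.46 for rises and 1.37 for falls, lie below the smallest fold simulated. Of all the DEG at D2, 71 were more than 4-fold up-regulated and 117 more than 4-fold down-regulated, and of the DEG at D1, 4 were more than 4-fold up-regulated and 2 more than 4-fold down-regulated.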

The number of selected DEG depends on the compound’s effects on the fungi but also on the cut-off threshold chosen and applied to the data (analyzed annotated genes). In comparison with other *A. flavus* transcriptomic studies focusing on inhibitory compounds, our large number of DEG was not so surprising. In their study, Wang et al. [56] revealed 453 DEG (366 up-DEG and 87 down-DEG) in response to 3 µg/mL of resveratrol which induced a 47% decrease of AFB1 production. Using the same cut-off filter (abs(log2FC) > 1; *q*-value < 0.005), we obtained 20 and 929 DEG after D1 or D2 treatment, respectively. Furthermore, our amount of DEG were comparable with other studies which applied a similar cut-off point [57]. In comparison, RNA-seq analysis studying the impact of environmental parameters such as water activity or temperature obtained a great number of DEG despite a stricter cut-off point at abs(log2FC) > 2 used for some studies [55,56,59].

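With these stricter limits, 15 genes passed at D1, 8 up-regulated and 7 down-regulated, and 889 at D2, 507 up-regulated and 382 down-regulated. All 15 genes of D1 also passed at D2. None of the 15 belongs to the aflatoxin cluster, whose genes fell by less than 1 on the log2 scale at D1, and 27 of the 889 do. With 1 library left out, the counts were between 11 and 16 at D1 and between 834 and 905 at D2.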

The GO enrichment analysis of the DEG between untreated and DMSO-treated cultures showed an over-representation of terms related to secondary metabolism, and more particularly toxin metabolism for both doses. Indeed, our results showed that DMSO presented a major dose-dependent impact on secondary metabolic gene clusters in *A. flavus*. It is not always the same observation in other transcriptomic studies of *A. flavus*. For example, after resveratrol and 5-azacytidine exposure, the authors found that the expression of most clusters was not significantly impacted among the 55 predicted clusters of *A. flavus* [11,57]. In contrast, the number of regulated BGC seems higher in response to environmental parameters, such as water activity or temperature [59]. Here again, the results depend also on the chosen method to study the regulation of predicted BGC; for example, taking into account all genes or only backbone genes within each cluster, or the application of a cut-off threshold to regulated genes within the cluster. Beyond fungal secondary metabolism, quantitative and qualitative alterations of secondary metabolite production after DMSO exposure was previously reported on bacteria strains that exhibited enhanced antibiotic production [60].

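Ranked by the mean log2 fold change of their DEG, the clusters with lower DEG at D1 were cluster 54, cluster 35 with −0.37, cluster 11 with −0.35 and cluster 31 with −0.33. The DEG numbered 1 in clusters 35 and 11 and 2 in cluster 31. The 6 libraries of D1 had a mean log2 CPM of the aflatoxin cluster between 6.34 and 6.80, against 6.92 to 7.42 in the control and 1.08 to 1.31 at D2.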

Among all the studied BGC, aflatoxins cluster (#54) appeared to be the most down-regulated cluster in response to both doses of DMSO. The dose-dependent inhibition of AFB1 production by *A. flavus* is coupled with the down-regulation of all aflatoxin cluster genes with a higher impact observed with D2 compared to D1. A dose-dependent inhibition of AFB1 production by *A. flavus* in response to increasing doses of DMSO was already stated by Bean [61]. In our study, we observed a correlation between the level of gene expression regulation and the intensity of AFB1 inhibition following DMSO treatment. Although there was an absence of detectable AFB1 in the medium, the two regulators *aflR* and *aflS* were not the most repressed after D2 treatment. 

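Ordered by their fold change at D2, *aflR* and *aflS* are followed only by *aflA*, *aflT* and *aflF* among the 29 tested genes. The paper raises as a hypothesis that little of the AflR and AflS complex was formed, enough for the first genes of the pathway but not for the later ones.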

Actually, *aflR* and *aflS* transcription levels are not always significantly or highly significantly decreased between conducive and non-conducive conditions for AFB1 production [29,62]. In addition, an interaction between AflR and AflS has also been reported as necessary for aflatoxin biosynthesis, possibly forming an AflR-AflS activation complex which increases transcription of other cluster genes. 

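At D2 the log2 fold change was −2.56 (SE 0.118, q = 4.61e-13) for *aflA* (AFLA_139380), −3.79 (SE 0.117, q = 3.37e-16) for *aflB* (AFLA_139370) and −5.16 (SE 0.162, q = 4.89e-16) for *aflC* (AFLA_139410). Expression of *aflC* fell from 635 ± 116 CPM to 17.7 ± 0.798 CPM (SD, n = 6). For *aflD* (AFLA_139390), of a later step, the log2 fold change was −6.89 (SE 0.195), and for *aflP* (AFLA_139210) and *aflQ* (AFLA_139200) it was −7.89 (SE 0.206) and −7.93 (SE 0.206). The SE of *aflQ* is too small, as its 22 reads at D2 give a ratio of 250 with a wider counting interval, from 165 to 399. At D1 the same genes had log2 fold changes of −0.75 (*aflA*), −0.72 (*aflB*), −0.75 (*aflC*), −0.82 (*aflD*), −0.81 (*aflP*) and −0.77 (*aflQ*). The differences between genes were not tested.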

Genes involved in first steps of AFB1 biosynthetic pathways (*aflA*, *aflB* and *aflC*, forming the polyketide structure) seemed less affected than the downstream ones in response to D2, as previously reported in response to eugenol treatment [29]. A possible interpretation is that the AflR/AflS complex was formed in few quantities, sufficient to activate transcription of first genes but not to initiate the expression of those involved in the later stages. This hypothesis could also explain the correlation between the level of gene down-regulation and the intensity of AFB1 inhibition in response to DMSO.

After DMSO exposure, cyclopiazonic acid displayed the same dose-dependent decrease regarding both production and mRNA levels of cluster genes (#55). This BGC, located directly near the AFB1 cluster, does not contain an internal transcriptional regulator such as *aflR* or *aflS*. Several observations suggested a link between productions of AFB1 and CPA, and *aflR* could act as a regulatory protein for both clusters, explaining their apparent co-regulation by DMSO [49,63].

We observed that DMSO exposure strongly affected the ustiloxin B production. Originally reported from the rice pathogenic fungus *Ustiloginoides virens*, ustiloxin B belongs to a ribosomally synthetized and post-translationally modified peptides (RiPPs) class produced by a wide range of microorganisms and widely distributed in the *Aspergillus* genus [64,65]. Identified in the *A. flavus* genome by MIDDAS-M, a motif independent algorithm that predicts the BGCs [66], ustiloxin B gene cluster contains 15 genes (AFLA_09940-AFLA_095110) [51,53]. 

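The gene *ustU* (AFLA_094970) had 68 reads in all 18 libraries together and did not pass the filter. Of the tested genes of the cluster, 14 had log2 fold changes at D2 between −3.07 and −1.55, and *ustT* and both genes listed as *ustR* had between −0.95 and −0.54.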

Except *UstU* (AFLA_094970) not detected in all cultures, all ustiloxin B genes including *UstR* encoding a specific transcription factor, were strongly down-expressed when *A. flavus* was exposed to the higher DMSO dose. Another BGC similar to ustiloxin B BGC, but reduced to four genes (AFLA_041370-AFLA_041400), was identified in *A. flavus* as responsible for the biosynthesis of asperipin 2a, a novel cyclic RiPP [64]. No impact of DMSO treatment was observed on the expression of these genes. 

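For AFLA_041370 the log2 fold change at D2 was 0.05 (SE 0.0815, q = 0.672). The other 3 genes were called at D2 with small decreases, AFLA_041380 with −0.31 (SE 0.0735, q = 0.00187), AFLA_041390 with −0.34 (SE 0.0710, q = 0.000669) and AFLA_041400 with −0.27 (SE 0.0672, q = 0.00237). Their expression was 23.0 ± 1.57, 100.5 ± 5.68 and 525 ± 32.7 CPM in the control and 18.6 ± 2.00, 79.7 ± 6.46 and 434 ± 40.2 CPM at D2 (SD, n = 6), with all 6 D2 libraries below the control mean in each. These calls were kept with any 1 library left out and lost with library sizes alone. At D1 the q-values of the 4 genes were between 0.735 and 0.905 in edgeR's test.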

The asperipin 2a BGC contains no gene encoding peptidase, suggesting the involvement of peptidases coded by genes located outside of the gene cluster. Regarding the feature, our results showed there is no crosstalk between both biosynthesis pathways since (i) the asperipin 2a production is not affected by DMSO treatment and (ii) *UstP* gene coding to peptidase is strongly down-regulated when *A. flavus* is treated by the highest DMSO dose.

Many regulator genes, external to BGC, are known to be directly or indirectly involved in regulatory mechanisms of secondary metabolism. Among them, LaeA is a well-known global regulator of fungal secondary metabolism, conserved in numerous filamentous fungi [67]. Microarray analysis on *laeA* mutant of *A. flavus* (deletion or over-expression) revealed a positive regulation role of LaeA for 24 clusters out of 55 predicted by SMURF [15], which is relevant with the decreased mRNA levels of *laeA* found in response to the highest dose of DMSO in our study. Moreover, the recently described ustiloxin B cluster also seems regulated by LaeA [68].

Although the expression pattern of *laeA* is correlated with that of several BGC, this is not the case for the *veA* gene. VeA is a key global regulator, which is currently reported to be a positive regulator of secondary metabolites in *Aspergillus* species [69,70,71]. In our study, transcription levels of *veA* were increased after exposure to both concentrations of DMSO, whereas several BGC such as aflatoxins or cyclopiazonic acid were down-regulated. 

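The levels of *veA* and of the aflatoxin cluster were also compared within the groups. Over the 18 libraries, each taken as its deviation from the mean of its group, the level of the aflatoxin cluster and that of *veA* correlated with r = −0.169 (permutation p = 0.514, adjusted p = 0.588 over 8 relations) and a Spearman rho of −0.0960 (permutation p = 0.712), two-sided. Without the 2 libraries with the most distant values of *veA* the correlation was −0.152, and it was −0.400 among the libraries numbered 1 to 12 and 0.509 among those numbered 13 to 24. No relation between them was detected within the groups.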

A such inverted expression pattern had already been observed by Spröte and Brakhage [72] who hypothesized a repressor role of VeA on penicillin biosynthesis. Another explanation could be the multiform regulation network in which VeA and LaeA are involved through the velvet complex, a heteromeric protein structure that coordinates a large range of biological functions [73].

Moreover, VeA governs and cooperates with a great number of other genetic elements. It can interact with mtfA, another conserved transcription factor involved in the regulation of fungal development and secondary metabolism [74]. Zhuang et al. [75] reported that *mtfA* over-expression led to a severe decrease of AFB1 production associated with a down-regulation of *aflR*, which is consistent with our results. 

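The genes *mtfA* and *veA* were both DEG at D2, *veA* in all 18 refits with 1 library left out and *mtfA* as well. Their D2 libraries all lay above the control mean.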

In our study, *mtfA* and *veA* were both up-regulated in response to the highest concentration of DMSO. This concurring over-expression of *veA* and *mtfA* has already been observed in *A. flavus* in response to other anti-aflatoxinogenic compounds, such as eugenol or *Micromeria graeca* extract [29,30].

DMSO also induced a dose-dependent conidial depigmentation of *A. flavus*. Pigments and melanin produced by fungal species are related to many roles, such as protection, pathogenicity or conidial structuring [24,76,77]. To check the DMSO-linked depigmentation impact on this last-mentioned function, we compared the mechanic resistance between control-pigmented and DMSO-depigmented conidia after disruption by ceramic beads. According to this assay, the lack of pigmentation due to DMSO did not seem to weaken the conidial structure. 

However, the co-inhibition of both AFB1 production and conidial pigmentation observed in our study is of interest. Indeed, aflatoxins and fungal pigments are both synthetized via enzymes from the polyketide synthase family. Thus, Dzhavakhiya et al. [78] recently explored the hidden link between discoloration and inhibition of aflatoxinogenesis by studying several potential inhibitors of AFB1 biosynthesis through their ability to block the conidial pigmentation in *A. flavus*. They identified one compound, compactin, which seemed to block both pigmentation and toxin production. An anti-aflatoxinogenic concentration of compactin induced a fluffy white phenotype (aerial mycelium) along with a strong inhibition of spore formation, in contrast with DMSO which depigmented conidia without reducing sporulation itself. Following their hypothesis, and considering that production of aflatoxins is intimately related to conidiation [79], DMSO could act on a common regulatory mechanism involved in both pathways producing pigments and aflatoxins during conidiogenesis. The unexpected over-expression of pigmentation related genes in response to DMSO may be explained by a feedback regulation, siRNA type for example, to restore an essential fungal element.

Although no abnormalities were found in conidiogenesis, germination and spore resistance, other genes related to spore maturation, germination and resistance were over-expressed when *A. flavus* was treated with D2 DMSO. These included *conF* and *conJ,* the orthologs of *con-6* and *con-10* of *Neurospora crassa*. Regulated by WetA [80], they exhibit redundant functions in the control of germination and participate in the protection of spores against dryness [80]. In addition, regulated by WetA in *A. nidulans* [80,81], *dewA*, *cetL*, *cetJ* as well as the orthologous gene AN10040 (AFLA_099050) are over-expressed 2.58, 2.84, 3.72 and 4.34 times, respectively. 

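Expression of *dewA* (AFLA_060780) at D2 was 9.87 ± 2.15 CPM (SD, n = 6), a log2 fold change of 1.12 (SE 0.237, q = 0.000652) and a fold change of 2.18. For AFLA_099050 it was 201 ± 23.0 CPM in the control and 781 ± 54.1 at D2 (SD, n = 6), a log2 fold change of 1.96 (SE 0.104, q = 5.3e-12) and a fold change of 3.88. At D1 AFLA_099050 had a log2 fold change of 0.47 (SE 0.101, q = 0.0171), not called in a fit of D1 and control alone.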

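In the deposited counts, 71 genes were DEG with more than 4-fold higher expression at D2. This count was 57 with limma-trend on the authors' log2 CPM, 102 with library sizes alone and 158 without a filter on low counts, and with 1 library left out it ranged from 64 (without D2 replicate 6) to 83 (without control replicate 4). All 14 genes of Table S5 were DEG with higher expression at D2, but not all rose more than 4-fold. Their fold changes ran from 2.97 (AFLA_138670) to 5.43 (AFLA_126170). Below 4-fold lay AFLA_049070, AFLA_003760, AFLA_138670, AFLA_048440, AFLA_074270, AFLA_044790 and AFLA_099050.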

Among the 44 most up-regulated genes (FC > 4), fourteen genes (Table S5) have orthologous genes determined by Chip-seq as potential target gene for VosA [82]. The up-regulation of these genes can be explained by the over-expression of *vosA*.

Among the genes that were the most down-regulated by a higher dose of DMSO are *CnxE* and *CnxG*, involved in the last two steps of pyranopterin-based molybdenum factor biosynthesis [83,84]. This cofactor is a structural component of most molybdoenzymes involved in the reactions required for the carbon, nitrogen and sulfur cycles in nearly all organisms [85]. Interestingly, molybdenum salts have been reported to reduce aflatoxin B biosynthesis without affecting the growth of *A*. *flavus* [86]. This observation has not been supported by studies elucidating the molecular mechanisms of such inhibition. Little is known about the homeostasis of molybdenum, and the mechanisms that regulate the physiological optimal intracellular level of molybdenum are poorly understood. Therefore, the hypothesis of a second chelating function of pterin in order to maintain a level of molybdenum favorable to the proper functioning of the fungal cell is not ruled out.

## 5. Conclusions

To conclude, we demonstrated a noticeable impact of DMSO on both physiology and transcriptome of the pathogenic fungus *A. flavus*. The transcriptomic analysis revealed numerous DEG associated with secondary metabolism in general, and aflatoxin cluster genes in particular which appeared as the most down-regulated genes of the study at the highest DMSO dose. Numerous affected DEG were also involved in development functions, with a notable over-expression of pigmentation related genes after DMSO exposure despite completely depigmented colonies. Thus, the co-inhibition of both AFB1 production and conidial pigmentation appears interesting through the hypothesis of a common regulatory network shared between aflatoxins and fungal pigment pathways on which the DMSO could act. However, this complex link remains to be deeply explored in further studies.

The depigmented conidia resulting from DMSO treatment were observed in other toxinogenic fungi such as *Aspergillus niger* [23] or *Penicillium expansum* (personal communication). To enlarge our approach to study mycotoxinogenesis regulative mechanisms, the impact of DMSO could be tested on other fungal species producing other mycotoxins. A multi-species comparative transcriptomic analysis could unravel biological functions commonly regulated by DMSO.

Our study revealed a non-negligible effect of the widely used solvent DMSO on toxinogenic fungi, especially on secondary metabolism; these results should be carefully taken in consideration when DMSO is used as vehicle solvent, especially for solubilizing compounds to test their effect on fungal cultures. We observed a strong dose-dependent impact of DMSO on *A. flavus*. Depending on the species studied, it is therefore essential to plan to test the effect of such solvents at working concentrations, particularly on metabolites of interest that are monitored.

## Figures and Tables

**Figure 1:**
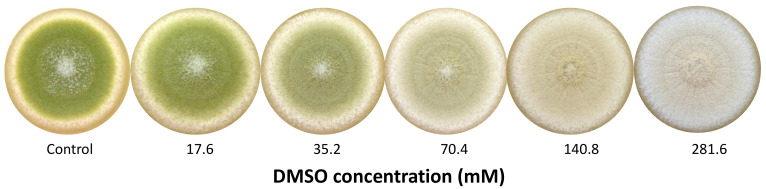
Macroscopic aspect of 8-day cultures of *Aspergillus flavus* NRRL 62477 in response to increasing dose of DMSO (mM).

**Figure 2:**
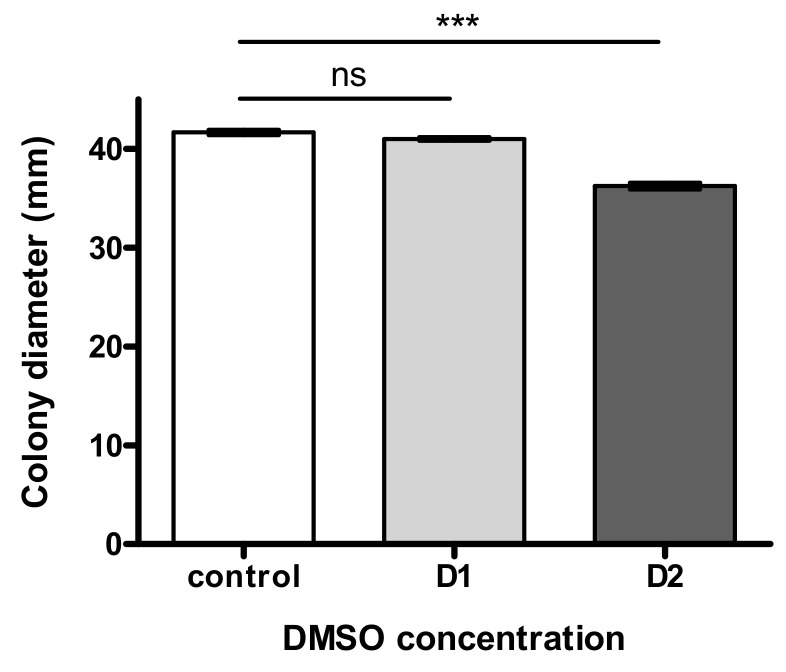
Effect of “low” (D1) and “high” (D2) concentration of DMSO on fungal growth of *Aspergillus flavus* NRRL 62477 after 4 days of incubation at 27 °C. ns = no significant difference; *** *p* < 0.001.

**Figure 3:**
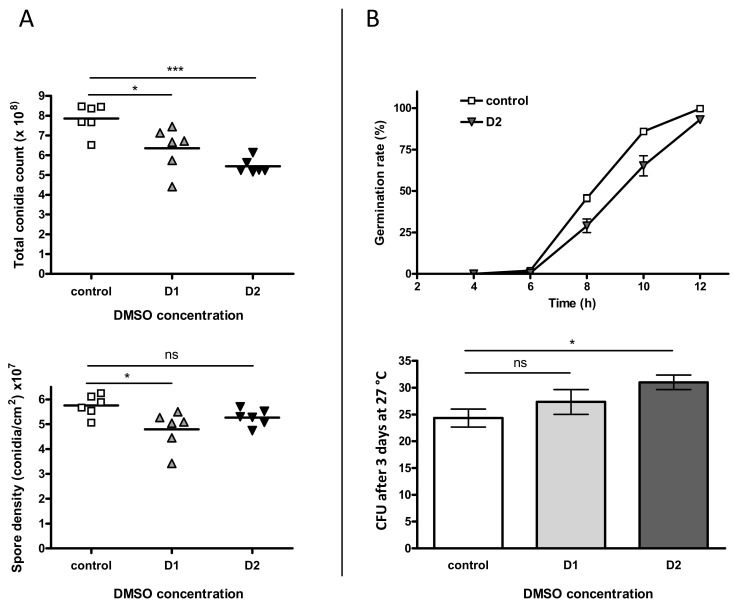
Impact of DMSO on both sporulation and germination of *Aspergillus flavus*. (**A**) The top-graph represents the total amount of spores in a 4-day colony after incubation at 27 °C in the dark. The bottom-graph shows the spore density (after normalization with colony area). In both graphs controls are represented with squares, D1-treated cultures with triangles and D2-treated cultures with inverted triangles. (**B**) Germination was studied at two scales: germination rate (top-graph) was examined microscopically for MEA (control) and MEA + 281.6 mM DMSO (D2). Germination capacity (bottom-graph) is corresponding to the CFU number after plating and incubating 60 theorical spores; ns = no significant difference; * *p* < 0.05 *** *p* < 0.001.

**Figure 4:**
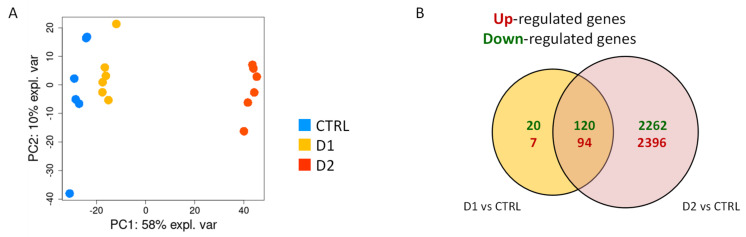
Transcriptomic impact of DMSO on *A. flavus* cultures. RNA-sequencing data were produced on 6 replicated cultures of *A. flavus* (control, D1 and D2 DMSO-treated). The data pre-treatment resulted in a count table of detected genes (10,619) for 18 samples. (**A**) Projection of samples on principal components 1 (PC1) and 2 (PC2) from a Principal component analysis (PCA) of log_2_cpm values. A differential analysis identified 4891 regulated genes (FDR < 5%) in response to D1 or D2. (**B**) Venn diagrams of differentially expressed genes (up- or down-regulated) in response to the two doses of DMSO.

**Figure 5:**
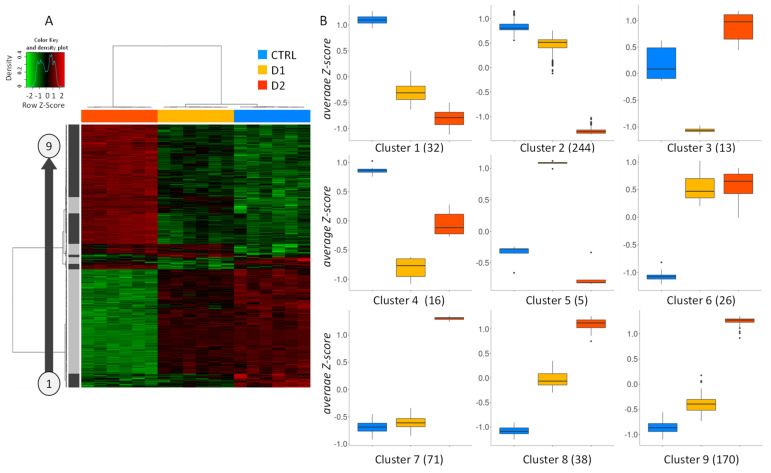
(**A**) Heatmap of the top 500 most significantly regulated genes in D1 vs. CTRL or D2 vs. CTRL comparisons. Red and green indicate values above and below the mean averaged centered and scaled log2cpm values (Z-score), respectively. Black indicates values close to the mean. According to the gene clustering (left panel), 9 gene clusters showed specific gene expression profiles. (**B**) Boxplots representing average Z-score of the 9 clusters (cluster 1 to cluster 9). Number of genes in each cluster is indicated in brackets.

**Figure 6:**
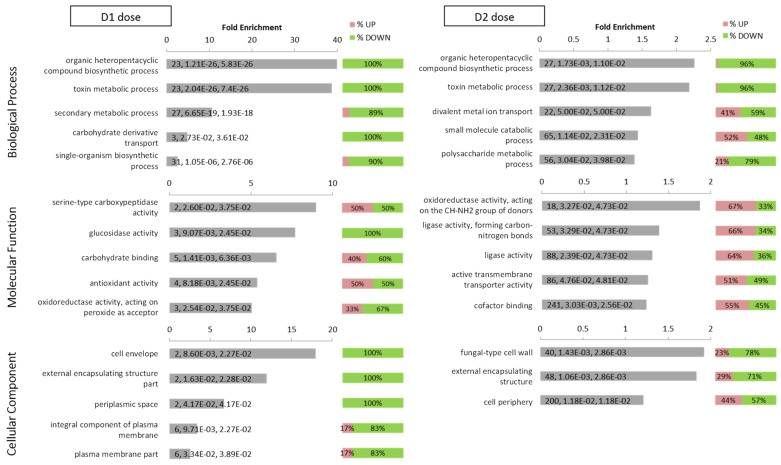
GO enrichment analysis of regulated genes by D1 and D2. Top 5 enriched GO categories according to the Fold Enrichment in Biological Process, Molecular Function and Cellular Component for each DMSO condition (D1 and D2). For each category, the label indicates the total number of regulated genes assigned to the specific GO category, the *p*-value and the adjusted *p*-value after Benjamini–Hochberg correction. The pink/green bars on the right of bar-plots show the percentage of up/down-regulated genes among each GO category.

**Figure 7:**
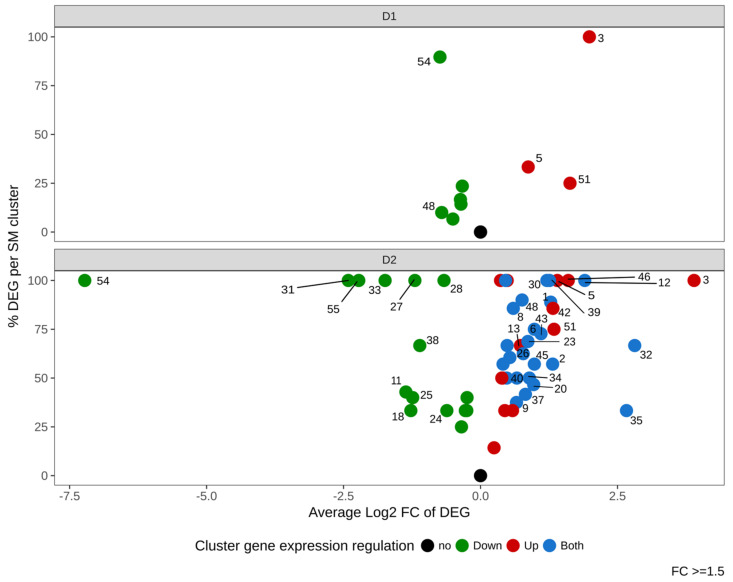
Summarized gene expression regulation of the 56 Secondary Metabolites Gene Clusters (SMC) of *Aspergillus flavus* in response to DMSO (D1 and D2). The x-axis represents the average gene expression log_2_ Fold Change in each SMC (“intensity of the regulation”). The y-axis shows the percentage of differentially expressed genes (DEG) within all genes of the SMC (nb DEG/nb detected genes). Green, red and blue dots indicate down-regulated, up-regulated and mixed-regulated (both up and down-regulated) clusters, respectively. The numbers of clusters with FC ≥ 1.5 (log_2_FC ≥ 0.58) are labeled next to the colored dots.

**Figure 8:**
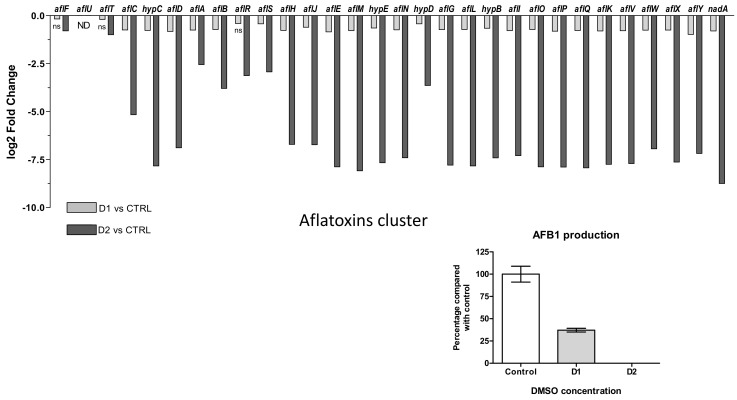
Effect of DMSO treatment on aflatoxin biosynthesis pathway. (**A**) Log_2_ Fold Change expression of genes belonging to the aflatoxin biosynthesis cluster (#54) (AFLA_139140-AFLA_139440) in response to DMSO (D1 and D2); only the genes with *q*-value > 0.05 are indicated as not significantly differentially expressed with “ns” below the bar-plot; “ND” means not detected. (**B**) Impact of DMSO on AFB1 production of *Aspergillus flavus* NRRL 62477 after 4 days at 27 °C. Results are expressed as percentage of the control value (+/−SEM).

**Figure 9:**
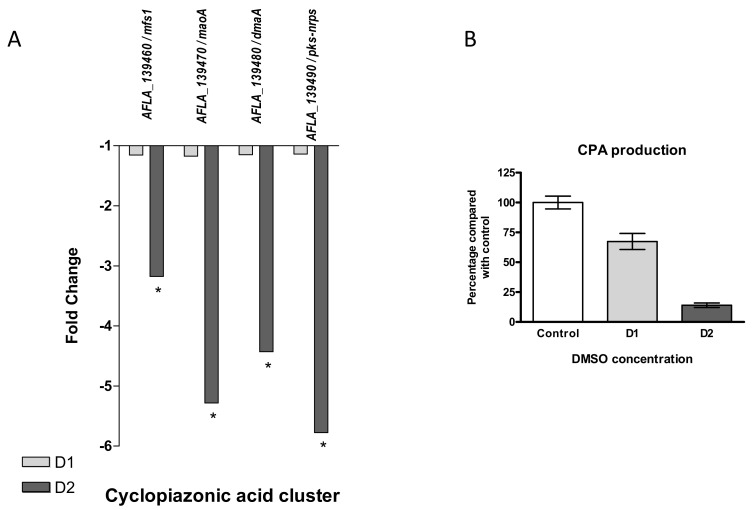
Effect of DMSO treatment on cyclopiazonic acid biosynthesis pathway. (**A**) Fold change expression of genes belonging to the cyclopiazonic acid cluster (#55) in response to DMSO (D1 and D2); * *q*-value < 0.05. (**B**) Impact of DMSO on CPA production of *Aspergillus flavus* NRRL 62477 after 4 days at 27 °C. Results are expressed as percentage of the control value (+/−SEM).

**Figure 10:**
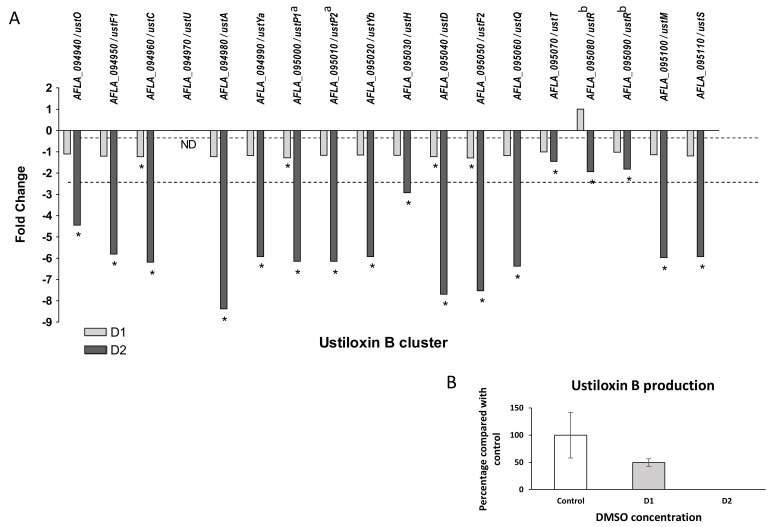
Effect of DMSO treatment on ustiloxin B biosynthesis pathway. (**A**) Fold change expression of genes belonging to the ustiloxin B cluster (#31) in response to DMSO (D1 and D2); * *q*-value < 0.05; ND = gene not detected; dotted line represents abs(FC) = 1 with no difference in expression against control samples. (**B**) Impact of DMSO on ustiloxin B production of *Aspergillus flavus* NRRL 62477 after 4 days at 27 °C. Results are expressed as percentage of the control value (+/−SEM). ^a^ AFLA_095000 and AFLA_095010 were concatenated to single gene under the Genbank accession number FAA01143 [53]. ^b^ AFLA_095080 and AFLA_095090 were concatenated to single gene under the Genbank accession number FAA01150 [53].

**Table 1:** Differentially expressed genes related to the fungal development in *Aspergillus flavus*. Fold changes for under-expressed genes are marked in bold text.

Gene ID	Description	Common Name	Fold Change	*q*-Value	Fold Change	*q*-Value
AFLA_066460	developmental regulator AflYf/VeA	*veA*	1.24	6.75 × 10^−4^	1.77	2.98 × 10^−33^
AFLA_091490	C2H2 finger domain protein, putative	*mtfA*	-	-	1.26	4.30 × 10^−3^
AFLA_033290	regulator of secondary metabolism LaeA	*laeA*	-	-	−1.55	2.85 × 10^−12^
AFLA_101920	conserved hypothetical protein	*fluG*	-	-	1.24	6.83 × 10^−3^
AFLA_134030	extracellular developmental signal biosynthesis protein FluG	*flbA*	-	-	1.44	1.05 × 10^−5^
AFLA_131490	hypothetical protein	*flbB*	-	-	−1.20	1.77 × 10^−3^
AFLA_137320	C2H2 conidiation transcription factor FlbC	*flbC*	-	-	−1.62	1.96 × 10^−4^
AFLA_080170	MYB family conidiophore development protein FlbD, putative	*flbD*	-	-	−1.42	4.71v10^−5^
AFLA_082850	C2H2 type conidiation transcription factor BrlA	*brlA*	-	-	−1.14	4.76 × 10^−2^
AFLA_026900	developmental regulator VosA	*vosA*	-	-	2.21	9.16 × 10^−34^
AFLA_029620	transcription factor AbaA	*abaA*	-	-	−1.22	1.13 × 10^−2^
AFLA_052030	developmental regulatory protein WetA	*wetA*	-	-	1.49	1.93 × 10^−8^
AFLA_044790	conidiation-specific proteins		-	-	3.63	2.36 × 10^−16^
AFLA_044800	conidiation specific-protein Con-6	*ConF*	-	-	4.95	2.11 × 10^−42^
AFLA_083110	conidiation-specific protein Con-10	*ConJ*	-	-	4.53	4.08 × 10^−37^
AFLA_014260	conidial hydrophobin RodB/HypB	*rodB*	-	-	−1.55	9.04 × 10^−7^
AFLA_060780	conidial hydrophobin dewA	*dewA*			2.58	3.05 × 10^−3^
AFLA_006180	conidial pigment biosynthesis oxidase Arb2/brown2	*arb2*	-	-	1.45	1.10 × 10^−5^
AFLA_006170	polyketide synthetase PksP	*pksP/alb1/wA*	1.83	3.47 × 10^−12^	5.03	9.57 × 10^−90^
AFLA_075640	pigment biosynthesis protein Ayg1	*ayg1*	-	-	2.26	7.39 × 10^−14^

## Data Availability

Data presented in this study are available on request from the corresponding author.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/jof7121055/s1, Figure S1: Survival rate of pigmented (control) and non-pigmented (D2) conidia related to the duration of mechanical disruption by ceramic beads, Figure S2: LC-MS chromatograms and MS/MS spectra of non-treated *A. flavus* culture extracts and ustiloxin B authentic standard (ESI+ mode), Figure S3: Fold Change expression of genes belonging to the mixed regulated leporins (#23), ditryptophenaline (#4) and kojic acid (#56) clusters in response to DMSO (D1 and D2), Table S1: Summary of RNA-Seq data set and alignments statistic, Table S2: GO terms significantly enriched in response to DMSO, Table S3: Details of gene expression regulation of the 56 Secondary Metabolites Gene Clusters of *A. flavus* in response to DMSO (D1 and D2), Table S4: Normalized level of some *A. flavus* secondary metabolites detected in fungal and culture medium extracts, Table S5: Genes orthologous of *Aspergillus nidulans* genes determined as potential direct target gene for VosA.

## References

[1] Capriotti K., Capriotti J.A. (2012). Dimethyl sulfoxide: History, chemistry, and clinical utility in dermatology. J. Clin. Aesthet. Dermatol..

[2] Pearson T.W., Dawson H.J., Lackey H. (1981). Natural occurring levels of dimethyl sulfoxide in selected fruits, vegetables, grains, and beverages. J. Agric. Food. Chem..

[3] Galvao J., Davis B., Tilley M., Normando E., Duchen M.R., Cordeiro M.F. (2014). Unexpected low-dose toxicity of the universal solvent DMSO. FASEB J..

[4] Madruga G., Crivellenti L.Z., Borin-Crivellenti S., Cintra C.A., Gomes L.G., Spiller P.R. (2017). Comparative use of dimethyl sulphoxide (DMSO) in different animal species. Vet. Med..

[5] Penazzi L., Lorengel J., Sündermann F., Golovyashkina N., Marre S., Mathis C.M.B., Lewejohann L., Brandt R., Bakota L. (2017). DMSO modulates CNS function in a preclinical Alzheimer’s disease model. Neuropharmacology.

[6] Santos N.C., Figueira-Coelho J., Martins-Silva J., Saldanha C. (2003). Multidisciplinary utilization of dimethyl sulfoxide: Pharmacological, cellular, and molecular aspects. Biochem. Pharmacol..

[7] Ansel H.C., Norred W.P., Roth I.L. (1969). Antimicrobial activity of dimethyl sulfoxide against *Escherichia coli*, *Pseudomonas aeruginosa* and *Bacillus megaterium*. J. Pharm. Sci..

[8] Randhawa M.A., Hamad S., Aljabre M. (2007). Dimethyl Sulfoxide (DMSO) has an Additive Effect and Alters Minimal Inhibitory Concentrations of Antifungal Drugs. J. Rawalpindi Med. Coll..

[9] Hazen K.C. (2013). Influence of DMSO on antifungal activity during susceptibility testing in vitro. Diagn. Microbiol. Infect. Dis..

[10] Kim J.H., Yu J., Mahoney N., Chan K.L., Molyneux R.J., Varga J., Bhatnagar D., Cleveland T.E., Nierman W.C., Campbell B.C. (2008). Elucidation of the functional genomics of antioxidant-based inhibition of aflatoxin biosynthesis. Int. J. Food Microbiol..

[11] Lin J.Q., Zhao X.X., Zhi Q.Q., Zhao M., He Z.M. (2013). Transcriptomic profiling of *Aspergillus flavus* in response to 5-azacytidine. Fungal Genet. Biol..

[12] Li H., Shen Q., Zhou W., Mo H., Pan D., Hu L. (2015). Nanocapsular Dispersion of Cinnamaldehyde for Enhanced Inhibitory Activity against Aflatoxin Production by *Aspergillus flavus*. Molecules.

[13] Yazdani D., Mior Ahmad Z.A., Yee How T., Jaganath I.B., Shahnazi S. (2013). Inhibition of aflatoxin biosynthesis in *Aspergillus flavus* by phenolic compounds extracted of *Piper betle* L.. Iran J. Microbiol..

[14] Grintzalis K., Vernardis S.I., Klapa M.I., Georgiou C.D. (2014). Role of oxidative stress in sclerotial differentiation and aflatoxin B1 biosynthesis in *Aspergillus*
*flavus*. Appl. Environ. Microbiol..

[15] Amaike S., Keller N.P. (2011). *Aspergilus* *flavus*. Annu. Rev. Phytopathol..

[16] Varga J., Baranyi N., Chandrasekaran M., Vágvölgyi C., Kocsubé S. (2015). Mycotoxin producers in the *Aspergillus* genus: An update. Acta Biol. Szeged..

[17] Schrenk D., Bignami M., Bodin L., Chipman J.K., del Mazo J., Grasl-Kraupp B., Hogstrand C., Hoogenboom L.R., Leblanc J.C., Nebbia C.S. (2020). Risk assessment of aflatoxins in food. EFSA J..

[18] European Union (2006). Commission regulation 1881/2006 setting maximum levels of certain contaminants in foodstuffs. Off. J. Eur. Un..

[19] FDA (2019). Compliance Policy Guide Sec. 683.100 Action Levels for Aflatoxins in Animal Food.

[20] FDA (2021). Compliance Policy Guide Sec. 555.400 Aflatoxins in Human Food.

[21] Nierman W.C., Yu J., Fedorova-Abrams N.D., Losada L., Cleveland T.E., Bhatnagar D., Bennett J.W., Dean R., Payne G.A. (2015). Genome Sequence of *Aspergillus flavus* NRRL 3357, a strain that causes aflatoxin contamination of food and feed. Genome Announc..

[22] Sharma A., Sharma K. (2011). Should Solubility and Zone of Inhibition Be the Only Criteria for Selection of Solvent in Antimicrobial Assay?. Adv. Biol. Res..

[23] Carley H.E., Watson R.D., Huber D.M. (1967). Inhibition of Pigmentation in *Aspergillus niger* by Dimethylsulfoxide. Can. J. Bot..

[24] Bean G.A., Rambo G.W., Klarman W.L. (1969). Influence of dimethyl sulfoxide (DMSO) on conidial pigmentation and consequent UV light sensitivity of aflatoxin producing strains of *Aspergillus flavus*. Life Sci..

[25] Mahgubi A.E., Puel O., Bailly S., Tadrist S., Querin A., Ouadia A., Oswald I.P., Bailly J.D. (2013). Distribution and toxigenicity of *Aspergillus* section *Flavi* in spices marketed in Morocco. Food Control.

[26] Bluma R.V., Amaiden M.R., Etcheverry M. (2008). Screening of Argentine plant extracts: Impact on growth parameters and aflatoxin B1 accumulation by *Aspergillus* section *Flavi*. Int. J. Food Microbiol..

[27] Gougouli M., Koutsoumanis K.P. (2012). Modeling germination of fungal spores at constant and fluctuating temperature conditions. Int. J. Food Microbiol..

[28] Levdansky E., Kashi O., Sharon H., Shadkchan Y., Osherov N. (2010). The *Aspergillus fumigatus cspA* gene encoding a repeat-rich cell wall protein is important for normal conidial cell wall architecture and interaction with host cells. Eukaryot. Cell.

[29] Caceres I., El Khoury R., Medina Á., Lippi Y., Naylies C., Atoui A., El Khoury A., Oswald I.P., Bailly J.D., Puel O. (2016). Deciphering the Anti-Aflatoxinogenic Properties of Eugenol Using a Large-Scale q-PCR Approach. Toxins.

[30] El Khoury R., Caceres I., Puel O., Bailly S., Atoui A., Oswald I.P., El Khoury A., Bailly J.D. (2017). Identification of the Anti-Aflatoxinogenic Activity of *Micromeria graeca* and Elucidation of Its Molecular Mechanism in *Aspergillus flavus*. Toxins.

[31] Caceres I., El Khoury R., Bailly S., Oswald I.P., Puel O., Bailly J.D. (2017). Piperine inhibits Aflatoxin B1 production in *Aspergillus flavus* by modulating fungal oxidative stress response. Fungal Genet. Biol..

[32] Edgar R., Domrachev M., Lash A.E. (2002). Gene Expression Omnibus. NCBI gene expression and hybridization array data repository. Nucleic Acids Res..

[33] Krueger F. (2015). Trim Galore! A Wrapper Tool around Cutadapt and FastQC to Consistently Apply Quality and Adapter Trimming to FastQ files, with Some Extra Functionality for MspI-Digested RRBS-Type (Reduced Representation Bisufite-Seq) Libraries. https://www.bioinformatics.babraham.ac.uk/projects/trim_galore.

[34] Liao Y., Smyth G.K., Shi W. (2014). FeatureCounts: An efficient general-purpose program for assigning sequence reads to genomic features. Bioinformatics.

[35] R Development Core Team (2008). R: A Language and Environment for Statistical Computing.

[36] Robinson M.D., McCarthy D.J., Smyth G.K. (2010). edgeR: A Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics.

[37] Benjamini Y., Hochberg Y. (1995). Controlling the False Discovery Rate: A Practical and Powerful Approach to Multiple Testing. J. R. Stat. Soc. Ser. B Stat. Methodol..

[38] Stajich J.E., Harris T., Brunk B.P., Brestelli J., Fischer S., Harb O.S., Kissinger J.C., Li W., Nayak V., Pinney D.F. (2012). FungiDB: An integrated functional genomics database for fungi. Nucleic Acids Res..

[39] Supek F., Bošnjak M., Škunca N., Šmuc T. (2011). Revigo summarizes and visualizes long lists of gene ontology terms. PLoS ONE.

[40] Georgianna D.R., Fedorova N.D., Burroughs J.L., Dolezal A.L., Bok J.W., Horowitz-Brown S., Woloshuk C.P., Yu J., Keller N.P., Payne G.A. (2010). Beyond aflatoxin: Four distinct expression patterns and functional roles associated with *Aspergillus flavus* secondary metabolism gene clusters. Mol. Plant Pathol..

[41] Ehrlich K.C., Mack B.M. (2014). Comparison of Expression of Secondary Metabolite Biosynthesis Cluster Genes in *Aspergillus flavus*, *A. parasiticus*, and *A. oryzae*. Toxins.

[42] Saruwatari T., Yagishita F., Mino T., Noguchi H., Hotta K., Watanabe K. (2014). Cytochrome P450 as Dimerization Catalyst in Diketopiperazine Alkaloid Biosynthesis. ChemBioChem.

[43] Cary J.W., Harris-Coward P.Y., Ehrlich K.C., Di Mavungu J.D., Malysheva S.V., De Saeger S., Dow P.F., Shantappa S., Martens S.L., Calvo A.M. (2014). Functional characterization of a veA-dependent polyketide synthase gene in *Aspergillus flavus* necessary for the synthesis of asparasone, a sclerotium-specific pigment. Fungal Genet. Biol..

[44] Cary J.W., Han Z., Yin Y., Lohmar J.M., Shantappa S., Harris-Coward P.Y., Mack B., Ehrlich K.C., Wei Q., Arroyo-Manzanares N. (2015). Transcriptome Analysis of *Aspergillus flavus* Reveals veA -Dependent Regulation of Secondary Metabolite Gene Clusters, Including the Novel Aflavarin Cluster. Eukaryot. Cell.

[45] Cary J.W., Uka V., Han Z., Buyst D., Harris-Coward P.Y., Ehrlich K.C., Wei Q., Bhatnagar D., Dowd P.F., Martens S.L. (2015). An *Aspergillus flavus* secondary metabolic gene cluster containing a hybrid PKS–NRPS is necessary for synthesis of the 2-pyridones, leporins. Fungal Genet. Biol..

[46] Ammar H.A.M., Srour A.Y., Ezzat S.M., Hoseny A.M. (2017). Identification and characterization of genes involved in kojic acid biosynthesis in *Aspergillus flavus*. Ann. Microbiol..

[47] Lebar M.D., Cary J.W., Majumdar R., Carter-Wientjes C.H., Mack B.M., Wei Q., Uka V., De Saeger S., Di Mavungu J.D. (2018). Identification and functional analysis of the aspergillic acid gene cluster in *Aspergillus flavus*. Fungal Genet. Biol..

[48] Uka V., Cary J.W., Lebar M.D., Puel O., De Saeger S., Diana Di Mavungu J. (2020). Chemical repertoire and biosynthetic machinery of the *Aspergillus flavus* secondary metabolome: A review. Compr. Rev. Food Sci. Food Saf..

[49] Chang P.-K., Ehrlich K.C., Fujii I. (2009). Cyclopiazonic acid biosynthesis of *Aspergillus flavus* and *Aspergillus oryzae*. Toxins.

[50] Nicholson M.J., Koulman A., Monahan B.J., Pritchard B.L., Payne G.A., Scott B. (2009). Identification of two aflatrem biosynthesis gene loci in *Aspergillus flavus* and metabolic engineering of *Penicillium paxilli* to elucidate their function. Appl. Environ. Microbiol..

[51] Forseth R.R., Amaike S., Schwenk D., Affeldt K.J., Hoffmeister D., Schroeder F.C., Keller N.P. (2013). Homologous NRPS-like gene clusters mediate redundant small-molecule biosynthesis in *Aspergillus flavus*. Angew. Chem. Int. Ed. Engl..

[52] Umemura M., Nagano N., Koike H., Kawano J., Ishii T., Miyamura Y., Kikuchi M., Tamano K., Yu J., Shin-ya K. (2014). Characterization of the biosynthetic gene cluster for tribosomally synthesized cyclic peptide ustiloxin B in *Aspergillus flavus*. Fungal Genet. Biol..

[53] Tsukui T., Nagano N., Umemura M., Kumagai T., Terai G., Machida M., Asai K. (2015). Ustiloxins, fungal cyclic peptides, are ribosomally synthesized in *Ustilaginoidea virens*. Bioinformatics.

[54] Tillman R.W., Bean G.A. (1970). Tentative Identification and Influence of Sterols and Dimethyl Sulfoxide (Dmso) on the Growth and Survival of *Fusarium Roseum*. Mycologia.

[55] Yu J., Fedorova N.D., Montalbano B.G., Bhatnagar D., Cleveland T.E., Bennett J.W., Nierman W.C. (2011). Tight control of mycotoxin biosynthesis gene expression in *Aspergillus flavus* by temperature as revealed by RNA-Seq. FEMS Microbiol. Lett..

[56] Zhang F., Guo Z., Zhong H., Wang S., Yang W., Liu Y., Wang S. (2014). RNA-Seq-Based Transcriptome Analysis of Aflatoxigenic *Aspergillus flavus* in Response to Water Activity. Toxins.

[57] Wang H., Lei Y., Yan L., Cheng K., Dai X., Wan L., Guo W., Cheng L., Liao B. (2015). Deep sequencing analysis of transcriptomes in *Aspergillus flavus* in response to resveratrol. BMC Microbiol..

[58] Chang P.-K., Hua S.S., Sarreal S.B., Li R.W. (2015). Suppression of Aflatoxin Biosynthesis in *Aspergillus flavus* By 2-Phenylethanol is associated with stimulated growth and decreased degradation of branched-chain amino acids. Toxins.

[59] Medina Á., Gilbert M.K., Mack B.M., O’Brian G.R., Rodríguez A., Bhatnagar D., Payne G., Magan N. (2017). Interactions between water activity and temperature on the *Aspergillus flavus* transcriptome and aflatoxin B1 production. Int. J. Food Microbiol..

[60] Chen G., Wang G.Y., Li X., Waters B., Davies J. (2000). Enhanced Production of Microbial Metabolites in the Presence of Dimethyl Sulfoxide. J. Antibiot..

[61] Bean G.A., Klarman W.L., Rambo G.W., Sanford J.B. (1971). Dimethyl Sulfoxide Inhibition of Aflatoxin Synthesis by *Aspergillus flavus*. Phytopathology.

[62] Georgianna D.R., Payne G.A. (2009). Genetic regulation of aflatoxin biosynthesis: From gene to genome. Fungal Genet. Biol..

[63] Kong Q., Chi C., Yu J., Shan S., Li Q., Li Q., Guan B., Nierman W.C., Bennett J.W. (2014). The inhibitory effect of *Bacillus megaterium* on aflatoxin and cyclopiazonic acid biosynthetic pathway gene expression in *Aspergillus flavus*. Appl. Microbiol. Biotechnol..

[64] Nagano N., Umemura M., Izumikawa M., Kawano J., Ishii T., Kikuchi M., Tomii K., Kumagai T., Yoshimi A., Machida M. (2016). Class of cyclic ribosomal peptide synthetic genes in filamentous fungi. Fungal Genet. Biol..

[65] Umemura M. (2020). Peptides derived from Kex2-processed repeat proteins are widely distributed and highly diverse in the Fungi kingdom. Fungal Biol. Biotechnol..

[66] Umemura M., Koike H., Nagano N., Ishii T., Kawano J., Yamane N., Kozone I., Horimoto K., Shin-ya K., Asai K. (2013). MIDDAS-M: Motif-independent de novo detection of secondary metabolite gene clusters through the integration of genome sequencing and transcriptome data. PLoS ONE.

[67] Jain S., Keller N.P.N. (2013). Insights to fungal biology through LaeA sleuthing. Fungal Biol. Rev..

[68] Lv Y., Lv A., Zhai H., Zhang S., Li L., Cai J., Hu Y. (2018). Insight into the global regulation of laeA in *Aspergillus flavus* based on proteomic profiling. Int. J. Food Microbiol..

[69] Duran R.M., Cary J.W., Calvo A.M. (2007). Production of cyclopiazonic acid, aflatrem, and aflatoxin by *Aspergillus flavus* is regulated by veA, a gene necessary for sclerotial formation. Appl. Microbiol. Biotechnol..

[70] Crespo-Sempere A., Marín S., Sanchis V., Ramos A.J. (2013). VeA and LaeA transcriptional factors regulate ochratoxin A biosynthesis in *Aspergillus carbonarius*. Int. J. Food Microbiol..

[71] Dhingra S., Andes D., Calvo A.M. (2012). VeA regulates conidiation, gliotoxin production, and protease activity in the opportunistic human pathogen *Aspergillus fumigatus*. Eukaryot. Cell..

[72] Spröte P., Brakhage A.A. (2007). The light-dependent regulator velvet A of *Aspergillus nidulans* acts as a repressor of the penicillin biosynthesis. Arch. Microbiol..

[73] Sarikaya-Bayram Ö., Palmer J.M., Keller N.P., Braus G.H., Bayram Ö. (2015). One Juliet and four Romeos: VeA and its methyltransferases. Front. Microbiol..

[74] Ramamoorthy V., Dhingra S., Kincaid A., Shantappa S., Feng X., Calvo A.M. (2013). The putative C2H2 transcription factor MtfA is a novel regulator of secondary metabolism and morphogenesis in *Aspergillus nidulans*. PLoS ONE.

[75] Zhuang Z., Lohmar J.M., Satterlee T., Cary J.W., Calvo A.M. (2016). The Master Transcription Factor mtfA Governs Aflatoxin Production, Morphological Development and Pathogenicity in the Fungus *Aspergillus flavus*. Toxins.

[76] Pihet M., Vandeputte P., Tronchin G., Renier G., Saulnier P., Georgeault S., Mallet R., Chabasse D., Symoens F., Bouchara J.P. (2009). Melanin is an essential component for the integrity of the cell wall of *Aspergillus fumigatus* conidia. BMC Microbiol..

[77] Pal A.K., Gajjar D.U., Vasavada A.R. (2014). DOPA and DHN pathway orchestrate melanin synthesis in *Aspergillus* species. Med. Mycol..

[78] Dzhavakhiya V.G., Voinova T.M., Popletaeva S.B., Statsyuk N.V., Limantseva L.A., Shcherbakova L.A. (2016). Effect of Various Compounds Blocking the Colony Pigmentation on the Aflatoxin B1 Production by *Aspergillus flavus*. Toxins.

[79] Calvo A.M., Wilson R.A., Bok J.W., Keller N.P. (2002). Relationship between secondary metabolism and fungal development. Microbiol. Mol. Biol. Rev..

[80] Wu M.Y., Mead M.E., Lee M.K., Ostrem Loss E.M., Kim S.C., Rokas A., Yu J.H. (2018). Systematic Dissection of the Evolutionarily Conserved WetA Developmental Regulator across a Genus of Filamentous Fungi. mBio.

[81] Wu M.Y., Mead M.E., Lee M.K., Neuhaus G.F., Adpressa D.A., Martien J.I., Son Y.E., Moon H., Amador-Noguez D., Han K.H. (2021). Transcriptomic, Protein-DNA Interaction, and Metabolomic Studies of VosA, VelB, and WetA in *Aspergillus nidulans* Asexual Spores. mBio.

[82] Suzuki S., Bayram Ö.S., Bayram Ö., Braus G.H. (2013). *conF* and *conJ* contribute to conidia germination and stress response in the filamentous fungus *Aspergillus nidulans*. Fungal Genet. Biol..

[83] Millar L.J., Heck I.S., Sloan J., Kana’n G.J., Kinghorn J.R., Unkles S.E. (2001). Deletion of the *cnxE* gene encoding the gephyrin-like protein involved in the final stages of molybdenum cofactor biosynthesis in *Aspergillus nidulans*. Mol. Genet. Genom..

[84] Unkles S.E., Heck I.S., Appleyard M.V., Kinghorn J.R. (1999). Eukaryotic molybdopterin synthase. Biochemical and molecular studies of *Aspergillus nidulans cnxG* and *cnxH* mutants. J. Biol. Chem..

[85] Schwarz G., Mendel R.R., Ribbe M.W. (2009). Molybdenum cofactors, enzymes and pathways. Nature.

[86] Rabie C.J., Meyer C.J., van Heerden L., Lübben A. (1981). Inhibitory effect of molybdenum and vanadium salts on aflatoxin B1 synthesis by *Aspergillus flavus*. Can. J. Microbiol..

# Supplementary material for: The Solvent Dimethyl Sulfoxide Affects Physiology, Transcriptome and Secondary Metabolism of Aspergillus flavus
**Source:** J Fungi (Basel). 2021 Dec 9;7(12):1055. doi: 10.3390/jof7121055
**Supplement:** Supplementary file 1

# Supplementary Materials

## **The solvent Dimethyl Sulfoxide affects physiology, transcriptome and secondary metabolism of *Aspergillus flavus***

Laura H. Costes<sup>1</sup>, Yannick Lippi<sup>1</sup>, Claire Naylies<sup>1</sup>, Emilien L. Jamin<sup>1,2</sup>, Clémence Genthon<sup>3</sup>, Sylviane Bailly<sup>1</sup>, Isabelle P. Oswald<sup>1</sup>, Jean-Denis Bailly<sup>1\*</sup> Olivier Puel<sup>1</sup>

<sup>2</sup>Metatoul-AXIOM platform, MetaboHUB, National Infrastructure for Metabolomics and Fluxomics, Toulouse, France.

## Table of contents

|                                                                                                                                                                                                                                                                                                                                                                                                              |   |
|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---|
| <b>Supplementary Figure S1.</b> Survival rate of pigmented (control) and non-pigmented (D2) conidia related to the duration of mechanical disruption by ceramic beads.....                                                                                                                                                                                                                                   | 2 |
| <b>Supplementary Figure S2. A.</b> LC-MS chromatograms of non-treated <i>Aspergillus flavus</i> culture extracts and Ustiloxin B authentic standard (ESI+ mode), <i>m/z</i> corresponding in positive mode to ustiloxin B is 646.32. <b>B.</b> Comparison of positive mass fragmentation (MS/MS) of <i>m/z</i> 646.32 between the non-treated <i>A. flavus</i> culture extract and ustiloxin B standard..... | 3 |
| <b>Supplementary Figure S3.</b> Fold Change expression of genes belonging to the mixed regulated leporins (#23), ditryptophenaline (#4) and kojic acid (#56) clusters in response to DMSO (D1 and D2).....                                                                                                                                                                                                   | 4 |
| <b>Supplementary Table S1:</b> Summary of RNA-Seq data set and alignments statistic .                                                                                                                                                                                                                                                                                                                        | 5 |
| <b>Supplementary Table S2.</b> GO terms significantly enriched in response to DMSO. Table S2.xlsx                                                                                                                                                                                                                                                                                                            |   |
| <b>Supplementary Table S3.</b> Details of gene expression regulation of the 56 Secondary Metabolites Gene Clusters of <i>A. flavus</i> in response to DMSO (D1 and D2) ..... Table S3.xlsx                                                                                                                                                                                                                   |   |
| <b>Supplementary Table S4..</b> Normalized level of some <i>A. flavus</i> secondary metabolites detected in fungal and culture medium extracts ..... 

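Table S3 gives, for each gene of the 56 clusters that the authors tested, the fold change and the q-value at D1 and D2, with under-expression as a negative fold. Values for 355 genes can be set beside the deposited counts. The log2 fold changes of the quasi-likelihood fit differ from those of the table by 0.0263 at most at D1 and 0.0360 at most at D2, and in no gene by more than the standard error. The calls are the same except for 4 genes at D1 and 8 genes at D2.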

Table S4.xlsx                                                                                                                                                                                                                                           |   |
| <b>Supplementary Table S5.</b> Genes orthologous of <i>Aspergillus nidulans</i> genes determined as potential direct target gene for <i>VosA</i> . ..... Table S5.xlsx                                                                                                                                                                                                                                       |   |

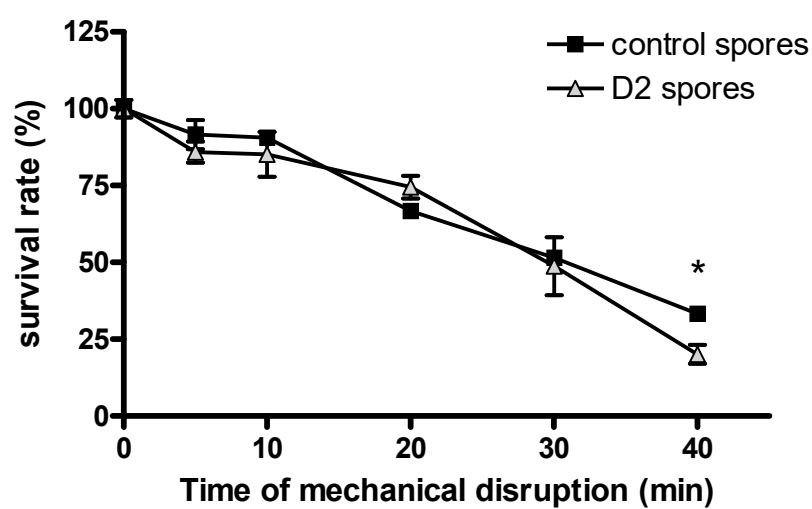

**Figure S1: Survival rate of pigmented (control) and non-pigmented (D2) conidia related to the duration of mechanical disruption by ceramic beads.** *No significant differences were observed after a Mann-Whitney test on final CFU obtained at each disruption time.*

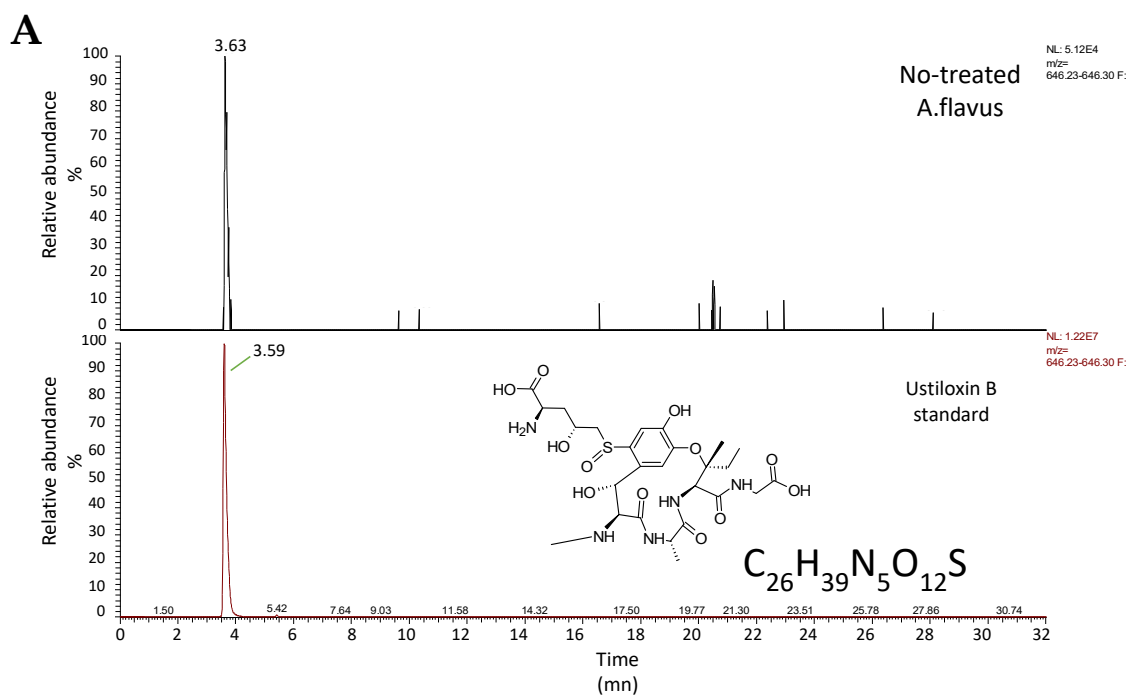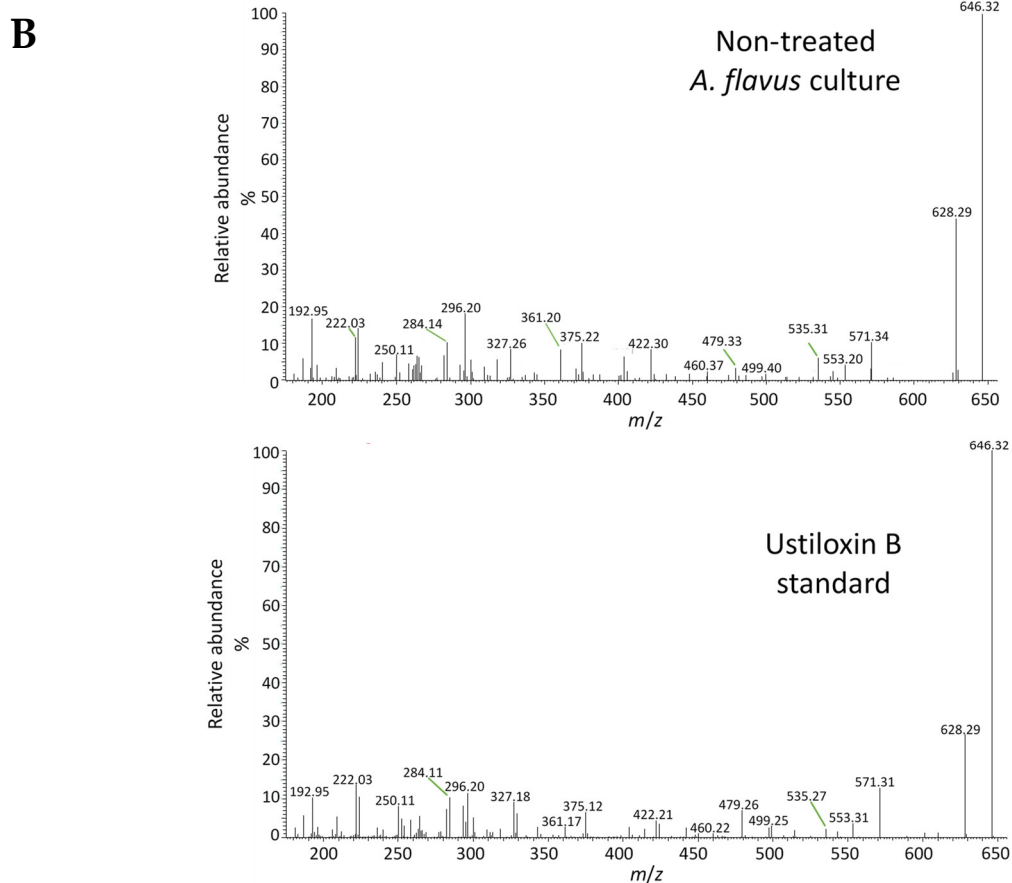

**Figure S2: LC-MS chromatograms of non-treated *Aspergillus flavus* culture extracts and Ustiloxin B authentic standard (ESI+ mode),  $m/z$  corresponding in positive mode to ustiloxin B is 646.32. **B.** Comparison of positive mass fragmentation (MS/MS) of  $m/z$  646.32 between the non-treated *A. flavus* culture extract and ustiloxin B standard.**

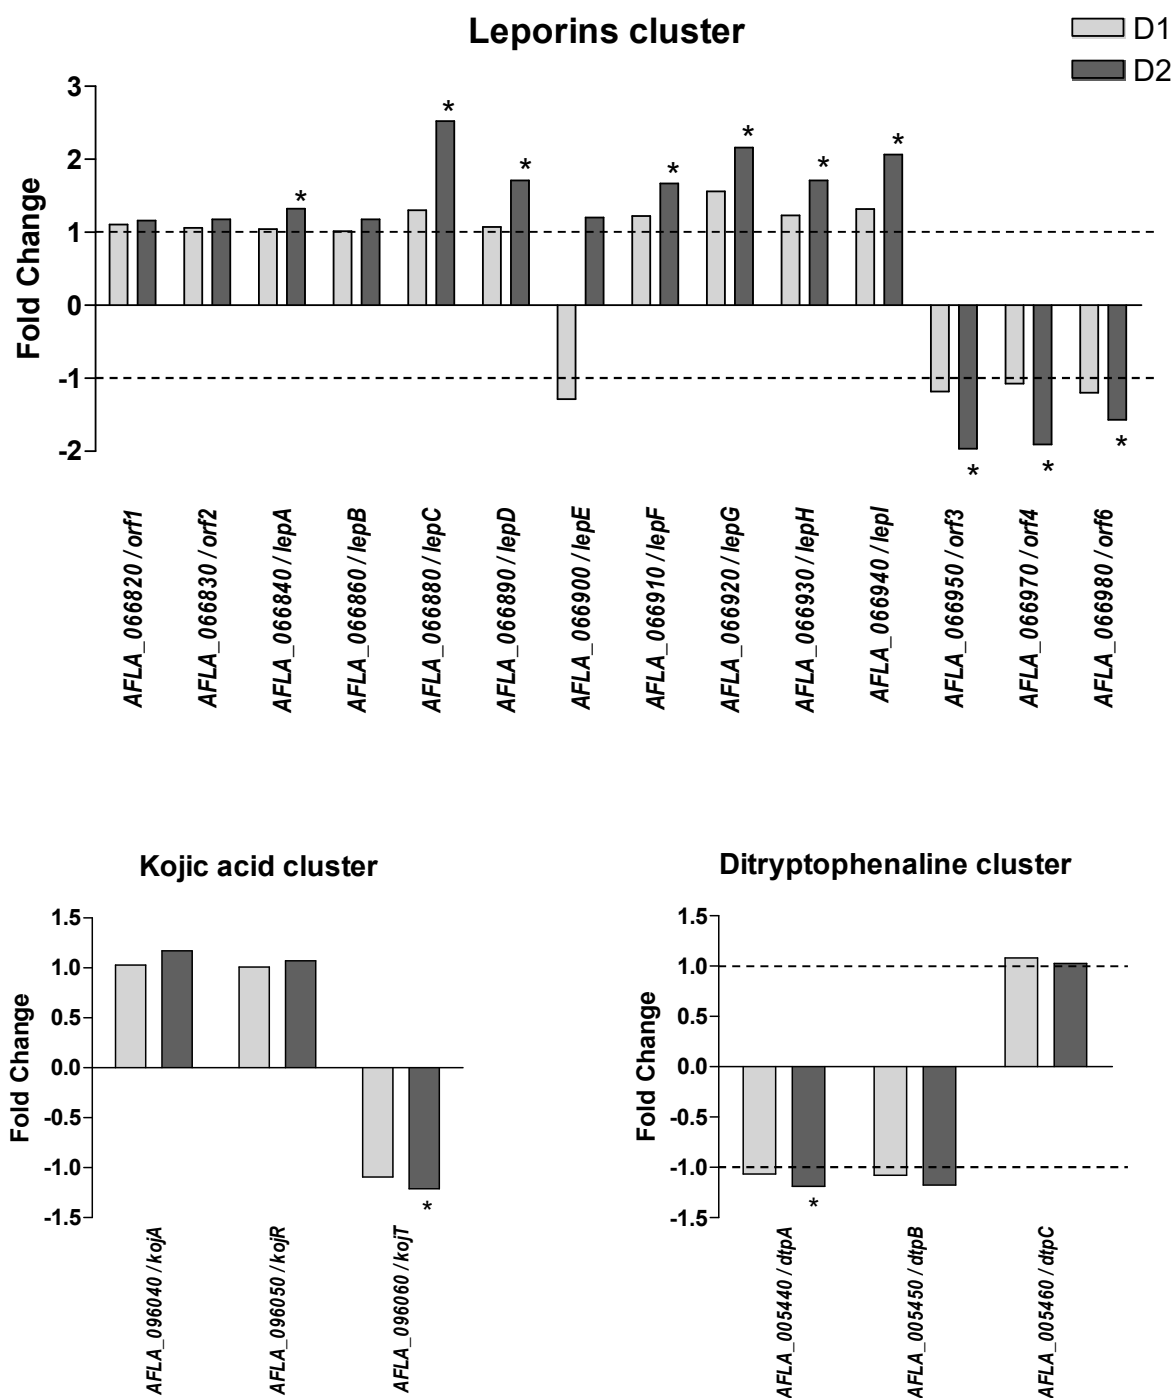

Figure S3: Fold Change expression of genes belonging to the mixed regulated leporins (#23), dityryptophenaline (#4) and kojic acid (#56) clusters in response to DMSO (D1 and D2). \* q-value < 0.05; dotted line represents  $\text{abs(FC)}=1$  with no difference in expression against control samples

**Table S1: Summary of RNA-Seq data set and alignments statistic**

| Samples     | Raw reads       | Clean reads     | Average clean read length | % of uniquely mapped reads | % of reads mapped to multiple loci | % of unmapped reads | % of mapped reads | Nb of gene-assigned reads |
|-------------|-----------------|-----------------|---------------------------|----------------------------|------------------------------------|---------------------|-------------------|---------------------------|
| T_1         | 25635990        | 25590686        | 297                       | 73,48%                     | 2,03%                              | 24,48%              | 75,5%             | 14734082                  |
| T_2         | 22486877        | 22456674        | 297                       | 73,30%                     | 2,03%                              | 24,67%              | 75,3%             | 12718457                  |
| T_3         | 23626049        | 23598390        | 297                       | 78,96%                     | 1,68%                              | 19,36%              | 80,6%             | 15046553                  |
| T_4         | 18318728        | 18280062        | 296                       | 77,14%                     | 1,77%                              | 21,09%              | 78,9%             | 11340720                  |
| T_5         | 14172452        | 14146604        | 295                       | 73,84%                     | 2,05%                              | 24,11%              | 75,9%             | 8062727                   |
| T_6         | 22208354        | 22177148        | 296                       | 76,11%                     | 1,91%                              | 21,98%              | 78,0%             | 13317145                  |
| D1_1        | 18373293        | 18343410        | 297                       | 72,00%                     | 2,15%                              | 25,86%              | 74,1%             | 10137706                  |
| D1_2        | 22827805        | 22795332        | 297                       | 72,71%                     | 2,08%                              | 25,21%              | 74,8%             | 12779417                  |
| D1_3        | 22216919        | 22187683        | 297                       | 74,76%                     | 1,94%                              | 23,29%              | 76,7%             | 12985526                  |
| D1_4        | 22433855        | 22380103        | 293                       | 72,99%                     | 1,99%                              | 25,01%              | 75,0%             | 12611554                  |
| D1_5        | 26444797        | 26412874        | 296                       | 75,65%                     | 1,87%                              | 22,47%              | 77,5%             | 15452407                  |
| D1_6        | 23998067        | 23969648        | 294                       | 71,81%                     | 2,05%                              | 26,14%              | 73,9%             | 12732164                  |
| D2_1        | 27612436        | 27555267        | 296                       | 76,06%                     | 1,77%                              | 22,17%              | 77,8%             | 16648445                  |
| D2_2        | 21929663        | 21901732        | 297                       | 79,60%                     | 1,72%                              | 18,67%              | 81,3%             | 13996278                  |
| D2_3        | 18826190        | 18799261        | 297                       | 75,58%                     | 1,86%                              | 22,55%              | 77,5%             | 11143899                  |
| D2_4        | 21527734        | 21483452        | 297                       | 74,65%                     | 1,92%                              | 23,42%              | 76,6%             | 12243644                  |
| D2_5        | 19172514        | 19139783        | 295                       | 76,05%                     | 1,88%                              | 22,06%              | 77,9%             | 11266634                  |
| D2_6        | 21267233        | 21239400        | 294                       | 77,20%                     | 1,79%                              | 21,00%              | 79,0%             | 12789021                  |
| <b>Mean</b> | <b>21837720</b> | <b>21803195</b> | <b>296 pb</b>             | <b>75,11%</b>              | <b>1,92%</b>                       | <b>22,97%</b>       | <b>77,03%</b>     | <b>12778132</b>           |

**Table S5: genes orthologous of *Aspergillus nidulans* genes determined as potential direct target gene for VosA**

Table S5: genes orthologous of *Aspergillus nidulans* genes determined as potential direct target gene for VosA (Wu et al, 2021)<sup>a</sup>

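Table S5 lists genes of *A. flavus* whose orthologs in *A. nidulans* were reported elsewhere as potential direct targets of the regulator VosA, with the fold change and adjusted p-value at D2. In the fit with TMM factors the fold changes of the 14 genes at D2 ran from 2.97 (AFLA_138670) to 5.43 (AFLA_126170). AFLA_138670 had 26.7 ± 24.7 CPM in the control (SD, n = 6), where replicate 4 had 76.4 CPM and the 5 other libraries at most 21.4, and 78.6 ± 19.0 CPM at D2 (SD, n = 6).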

| <i>Aspergillus flavus</i> | <i>Aspergillus nidulans</i> | Putative function                                                                                                                                                                                   | Fold Change | Adjusted <i>p</i> -value |
|---------------------------|-----------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------------|--------------------------|
| NRRL 3357 strain Gene ID  | FGSC A4 strain Gene ID      |                                                                                                                                                                                                     |             |                          |
| AFLA_049070               | AN6642                      | sodium potassium-type ATPase putative <i>enaA</i>                                                                                                                                                   | 4.03        | 4.93E-13                 |
| AFLA_003760               | AN0391                      | NACHT domain protein.                                                                                                                                                                               | 4.03        | 6.64E-15                 |
| AFLA_138670               | AN2822                      | aquaporin putative. Has domain(s) with predicted transporter activity, role in transport and membrane localization                                                                                  | 4.13        | 4.27E-06                 |
| AFLA_048440               | AN8829                      | conserved hypothetical protein                                                                                                                                                                      | 4.19        | 2.10E-13                 |
| AFLA_074270               | AN4482                      | sugar transporter putative. Has domain(s) with predicted transmembrane transporter activity, role in transmembrane transport and integral component of membrane localization                        | 4.19        | 5.58E-12                 |
| AFLA_044790               | Con10 duplicated            | conidiation-specific family protein                                                                                                                                                                 | 4.25        | 9.02E-11                 |
| AFLA_099050               | AN10040                     | conserved hypothetical protein. Ortholog of <i>A. fumigatus</i> Af293 : Afu5g09180, <i>A. niger</i> CBS 513.88 : An07g03930, <i>Penicillium expansum</i> : Pexp_018490, <i>P. rubens</i> Pc20g10220 | 4.35        | 3.43E-15                 |
| AFLA_043550               | AN1605                      | conserved hypothetical protein                                                                                                                                                                      | 4.80        | 1.36E-12                 |
| AFLA_055690               | AN6581                      | ABC drug exporter AtrF                                                                                                                                                                              | 4.94        | 1.28E-14                 |
| AFLA_083110               | AN5015                      | orthologous of <i>N. crassa</i> conidiation-specific protein Con10 (ConJ)                                                                                                                           | 5.01        | 4.66E-13                 |
| AFLA_109380               | AN0599                      | alcohol dehydrogenase putative                                                                                                                                                                      | 5.51        | 4.67E-12                 |
| AFLA_055700               | AN6581                      | ATP-binding cassette transporter atrF                                                                                                                                                               | 5.51        | 2.73E-14                 |
| AFLA_044800               | AN8640                      | orthologous of <i>N. crassa</i> conidiation protein Con6 (ConF)                                                                                                                                     | 5.59        | 1.85E-13                 |
| AFLA_126170               | AN2535                      | conserved hypothetical protein                                                                                                                                                                      | 6.09        | 7.52E-14                 |

<sup>a</sup> Wu MY, Mead ME, Lee MK, Neuhaus GF, Adressa DA, Martien JI, Son YE, Moon H, Amador-Noguez D, Han KH, Rokas A, Loesgen S, Yu JH, Park HS. 2021.

Transcriptomic, Protein-DNA Interaction, and Metabolomic Studies of VosA, VelB, and WetA in *Aspergillus nidulans* Asexual Spores. mBio. 12:e03128-20. doi: 10.1128/mBio.03128-20

How the deposited data were processed for this re-analysis (not part of the article)

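The 18 libraries of the 4-day mycelium, 6 of the control, 6 of D1 (35.2 mM DMSO) and 6 of D2 (281.6 mM DMSO), were taken with the group and replicate number that the deposited sample descriptions give. Every column of both deposited tables was assigned to a library by the library name in those descriptions. Each library is 1 culture, and the values are per library and not pooled.

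The counts are raw reads per gene, not normalized, as the authors deposited them. They trimmed the reads with Trim_Galore 0.4.0, aligned them with STAR 2.5.0b in 2-pass mode to the reference genome of the species and counted them with featureCounts 1.4.5-p1. The strand setting and the assembly version are not stated. The values of the count table are whole numbers, and the totals differ between libraries. The log2 values are log2 CPM of the filtered genes, computed by the authors with edgeR, with a prior count that the methods do not state. A prior count of 2 and TMM factors reproduced them. The reads themselves were not used here, and no reference genome was used here.

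Genes were kept with at least 1 CPM in at least 5 libraries and at least 1 read in at least 5 libraries of a condition. Counts were analysed in R 4.3.3 with edgeR 4.0.16: calcNormFactors (TMM), estimateDisp, glmQLFit without robust estimation and glmQLFTest, with all 18 libraries in 1 fit and the condition as the only term. D1 and D2 were each compared with the control, and D2 with D1. P-values were adjusted with the Benjamini–Hochberg procedure over the filtered genes, and q < 0.05 was taken as the limit. The stricter limits were q < 0.005 and an absolute log2 fold change above 1. Fold changes carry edgeR's prior count, CPM were scaled by the TMM factors, and principal components were computed from centred, unscaled log2 CPM with a prior count of 2. A gene was taken as biphasic when it was called at D1 and in the comparison of D2 with D1, with a log2 fold change at D2 nearer 0 or of opposite sign. Clusters and their genes are those of Table S3, and the change of a cluster is the mean log2 fold change of its called genes.

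Total counts were between 8097957 and 16734443 per library. Precision is given as the SD over 6 libraries, the SE of the fit and, for genes with few reads, exact 95% counting intervals. The intervals hold for counting error alone. Where a group had no read, a floor of 3 counts over the group was used.

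The genes named in the text follow a rule set before the values were seen. They are the genes that the paper names with an identifier, the genes of 9 clusters of Table S3 and of asperipin 2a, and for each dose the 5 largest rises and the 5 largest falls outside that list. For the rises and falls, all 6 treated libraries had to lie on the same side of all 6 control libraries. The 5 biphasic genes of smallest q-value were added. The values that the paper prints for many of these genes had been seen. Genes outside the rule, such as those of the neighbour runs and of the library sets, were chosen after their values were seen.

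The alternatives set beforehand were DESeq2 size factors, library sizes alone, no low-count filter, filterByExpr, edgeR's likelihood ratio and exact tests, DESeq2 1.42.0, limma-trend (limma 3.58.1) on the deposited log2 CPM, the replicate number as a block, a fit of only the groups compared, the suffix B of 6 libraries as a term or these libraries left out, counts thinned to the smallest library, q < 0.01, glmTreat against a 1.2-fold change, other definitions of a regulated cluster, other scalings of the principal components and each library left out in turn. Alternatives added after the data were seen are the likelihood ratio test with robust dispersion, the same test on the deposited gene list, the number in the library name or a number above 12 as a term, and limma voom with library sizes. The robust test was 1 of 9 edgeR settings that were set beside the paper's values. The voom fit was found in a search over 76 combinations of gene sets, scalings and fold definitions and 16 settings of limma for the folds of Table S5.

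The difference between libraries numbered 1 to 12 and 13 to 24 was noticed in the largest other split of the control and D1 libraries. Its boundary and tests were chosen after that. For it, an exact test of total counts and a comparison of median gene lengths were run first and then replaced by thinning and by removal of the trend with length. The deviation of control replicate 4 was first described on the second component and then on the SD of the deviations. The tests of covariation within groups were first read as excluding a relation and are now read as open, since 18 libraries leave moderate correlations undetected. For the correlation between doses, splits that keep D2 apart were added to the planned ones over all 18 libraries after these had been seen, and both are given. The test on Table S5 was first computed with voom and then with edgeR, which changes the scaling alone. The splits for genes called at D1 only, in opposite directions and as biphasic were first drawn over all 18 libraries, where most splits give no call at any dose, and then over the control and D1 libraries. The values for scaling in control replicate 4 and these splits were first read as excluding an explanation and are now read as open. The share of the 10 largest genes in control replicate 4 was replaced by the ratio without 100 genes. Among the genes that the paper's text does not name, a count of genes under 1 CPM was replaced by one of reads, and a count of changed signs with library sizes by the size of the move. An idea that deviations follow the number in the library name was dropped untested.

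The steps were tested on simulated data in which 200 genes changed by 1.5-fold, 2-fold or 4-fold in each comparison. At D1, 88% of them were called, all with the right sign, and 2.22% of the calls were false. At D2 these values were 90% and 3.23%, and recovery of 1.5-fold changes was 70.1% at D1 and 77.6% at D2. Genes were drawn independently, so these rates do not cover differences that many genes of a library share.

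Metabolite, growth and qPCR measurements of the paper were not analysed here. Gene ontology terms were not analysed here. The q-values of Table 1, Table S3 and Table S5 were compared as calls only.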

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

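The tests on control replicate 4 were chosen only after its deviation was seen, as were the tests of low counts and of the normalization among the genes that the paper's text does not name. The other tests in this part were written down before.

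Over all filtered genes, the SD of the deviations of control replicate 4 from its group mean (log2 CPM) was 0.381, while the other control libraries had 0.243 to 0.279. The ratio of its gap to the range, 0.742, is above Dixon's 95% critical value. Among the genes of the text, AFLA_044790 (605 CPM, others 230 to 370), AFLA_138670 (76.4, others 9.87 to 21.4), AFLA_109380 (24.5, others 8.54 to 14.2), AFLA_005450 (*dtpB*; 55.2, others 99.9 to 105) and AFLA_072740 (0.204, others 0 to 0.0709) also lay apart in this library. Without it, the log2 fold changes at D2 were 2.10 for AFLA_044790, 2.23 for AFLA_138670 and 2.49 for AFLA_109380, all further from 0. AFLA_109380 was then also called at D1 (log2 fold change 0.80, q = 0.00594), and AFLA_005450 was called at D2 (q = 7.55e-05).

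The tables argue against several technical explanations of this library. After thinning to equal depth the ratio was 0.668, still above the critical value. The smaller of the ratios with library sizes or DESeq2 size factors was 0.732, which decides nothing about the normalization, because a scaling factor shifts all genes of a library alike. Its 100 largest genes hold 29.5% of its counts, more than in the other controls (27.0% to 28.2%), and its TMM factor of 0.860 is the lowest. Without these 100 genes the ratio was 0.755, so the deviation is not confined to them. This cannot decide whether a few genes took most of its counts, because that too shifts all other genes of a library alike. On PC1 control replicate 4 scored −31.0, at 3.70 from the control mean and 15.2 from the D1 mean, against a DMSO culture under a wrong label. Its deviations follow coding length with a Spearman rho of 0.0716, nearer 0 than those of 4 of the other controls. The value of control replicate 2 was −0.0476. What stays open, beside the normalization and a few genes taking counts, is a difference in the culture or in RNA handling. No biological explanation was tested. At D2, replicate 5 had an SD of 0.235 against 0.190 to 0.204 in the others, for which no explanation was tested.

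Of 450 groups of 6 libraries tested in this way, 26 held a library above the critical value. Chance gives about 1 in 20, or 22.5. Single cases are therefore weak evidence by themselves. They comprise AFLA_095010 (*ustP2*) in control replicate 6 (118 CPM, others 97.5 to 104), AFLA_066910 (*lepF*) in control replicate 1 (1.77, others 1.19 to 1.38), AFLA_074270 in control replicate 5 (11.8, others 6.40 to 7.62), AFLA_139370 (*aflB*) in control replicate 2 (111, others 144 to 163), AFLA_118600 in control replicate 3 (3.04, others 0.716 to 1.38) and AFLA_124620 in control replicate 5 (4.15, others 2.29 to 2.92). Without control replicate 5, AFLA_074270 was called at D1 (log2 fold change 0.56, q = 0.0358), and the other calls of these genes stood without the library concerned. Counts of 1 to 3 reads in 6 libraries lie behind AFLA_001230 in D2 replicate 2 (0.0648, others 0) and AFLA_096390 in control replicate 3 (0.135, others 0). AFLA_072740 in D1 replicate 1 (0.305, others 0 to 0.0797) rests on 5 reads in the group.

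In D2 replicate 6, 3 genes of the aflatoxin cluster lay above the other D2 libraries: AFLA_139170 (*aflW*; 4.48 CPM, others 2.50 to 2.98), AFLA_139240 (*aflLa*; 0.822, others 0.166 to 0.389) and AFLA_139250 (*aflL*; 2.24, others 0.971 to 1.28). AFLA_004440 of cluster 3 did so too (70.3, others 33.3 to 46.8). Without this library the log2 fold changes at D2 were −7.08 for AFLA_139170, −7.78 for AFLA_139240, −8.05 for AFLA_139250 and 3.45 for AFLA_004440, and the 4 genes stayed called. No explanation was tested, and no biological explanation is given by the design, since the library is a replicate.

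In D1 replicate 5, the genes AFLA_108430 (4.47 CPM, others 0 to 0.916), AFLA_016110 (4.34, others 1.86 to 2.54), AFLA_016100 (4.08, others 1.42 to 2.39), AFLA_041680 (15.5, others 7.09 to 9.13) and AFLA_041690 (50.5, others 18.8 to 28.4) lay above the other D1 libraries. The control means of these genes were 6.96, 3.64, 3.82, 15.9 and 54.9 CPM. Its PC1 score of −15.1 lay within the range of the other D1 libraries, −17.6 to −11.9. Without it, the log2 fold change at D1 was −4.21 for AFLA_108430, −0.91 for AFLA_041680 and −1.17 for AFLA_041690, and all remained called. The D2 comparison of AFLA_108430, not called with all libraries (q = 0.0678), was called without D1 replicate 5 (q = 0.00574), D1 replicate 2 (q = 0.0465) or D1 replicate 6 (q = 0.0473). It was also called in a fit of D2 and control alone and without the suffix-B libraries. The D1 call of AFLA_108430 was lost in a fit of D1 and control alone (q = 0.0617). AFLA_041680 lost its D1 call without control replicates 5 (q = 0.0511) or 6 (q = 0.0565) or D1 replicates 1 (q = 0.0606), 2 (q = 0.0552), 3 (q = 0.0639), 4 (q = 0.0636) or 6 (q = 0.0678). AFLA_016100 also stood apart in D2 replicate 2 (0.389, others 0 to 0.109). No explanation of these cases was tested.

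Genes that the paper's text does not name hold large changes. AFLA_096390 belongs to cluster 32 of Table S3, and the others are not listed there. At D1 the log2 fold changes of such genes were 2.45 for AFLA_101540, 2.35 for AFLA_118600, 2.12 for AFLA_074740, 1.53 for AFLA_004410 and 1.13 for AFLA_124620 among rises, and −2.59 for AFLA_108430, −2.30 for AFLA_070170, −1.77 for AFLA_001230, −1.72 for AFLA_126860 and −1.58 for AFLA_057050 among falls. At D2 they were 5.70 for AFLA_124500, 5.27 for AFLA_075980, 5.13 for AFLA_072740, 4.94 for AFLA_096390 and 4.61 for AFLA_101540 among rises, and −6.50 for AFLA_138920, −6.43 for AFLA_001230, −5.98 for AFLA_101760, −5.11 for AFLA_016110 and −5.03 for AFLA_016100 among falls. By the rule that chose them, all 6 treated libraries lay on the same side of all 6 control libraries. Some of these fold changes rest on few reads. AFLA_001230 had 135 reads in the control and 1 at D2, a ratio of 157 (interval 27.7 to 6240). AFLA_124500 had 3 and 219 reads (ratio 62.8, interval 21.2 to 307), AFLA_072740 had 3 and 152 (43.6, interval 14.6 to 214) and AFLA_096390 had 2 and 95 (40.9, interval 11.0 to 342).

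Of these 18 genes, 12 had at least 10 reads in each of the groups compared, the lowest number being 21, which argues against low counts as the explanation of the list. The other 6 had under 10 reads in a group, and for the size of their changes low counts stay open. With library sizes alone, which changed many other calls at D2, the log2 fold changes of the list moved by 0.169 at most, while the smallest was 1.13, and all stayed called, which argues against the normalization. Only 1 of them, AFLA_138920, overlaps another gene of the table, so shared reads do not explain the list but stay open for that gene. At the dose that chose them, the genes were called in all 18 fits without 1 library. A response to DMSO is a hypothesis, found and tested on the same data, and for the 6 genes with few reads and the overlapping gene it stays beside the explanations left open above. A variant of this strain against the reference and reads shared between paralogs were not tested.

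Outside the 56 clusters, 39 genes lay in 8 runs of at least 4 neighbours past the stricter limits in the same direction at D2. Genes that did not pass the filter were skipped, so that the runs starting at AFLA_124320, AFLA_074710 and AFLA_126410 span 7, 8 and 6 genes of the table. In 10000 shuffles of the gene order, the largest number was 9 genes, and the p-value of 0.0001 (one-sided) is the smallest that these shuffles can give. Of 31 neighbouring pairs in the runs, 0 overlapped, which argues against shared reads. The runs that fell are AFLA_007420 to AFLA_007480 (7 genes, median log2 fold change −1.71), AFLA_007810 to AFLA_007870 (7, −3.55), AFLA_076160 to AFLA_076190 (4, −2.19) and AFLA_101750 to AFLA_101780 (4, −3.46). The runs that rose are AFLA_124320 to AFLA_124380 (5, 1.45), AFLA_051160 to AFLA_051190 (4, 1.09), AFLA_074710 to AFLA_074780 (4, 1.62) and AFLA_126410 to AFLA_126460 (4, 1.17). A joint response of neighbours to DMSO is a hypothesis that these values leave open, and a chromosomal difference between cultures was not tested.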

How the results depend on the processing

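The library number terms, the likelihood ratio test with robust dispersion and the voom fit with library sizes were chosen only after the data were seen. All other alternatives in this part were chosen before the data were examined.

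A count was taken as the same when it stayed within 1.5 times its value. A mean over aflatoxin genes was the same when it moved by less than 0.161, the pooled SD of the per-library cluster means within groups. The share of PC1 and the correlation were compared with a jackknife spread (6.09 and 0.0499). The aflatoxin means and the correlation kept their sign throughout, but the balance of rises and falls changed sides under some alternatives. At D1, 70 genes were higher and 96 lower with TMM factors, against 87 and 75 with library sizes alone. Clusters only lower and only higher at D1 numbered 4 and 3, against 1 and 3. At D2, 2522 genes were higher and 2490 lower, against 2427 and 2621 with DESeq2 size factors. Unless stated otherwise, the cause of a change below was not tested.

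Each result kept its value, by these limits, under all alternatives not named here. The stricter counts (15 genes at D1 and 889 at D2) did so under all 13 alternatives run, with ranges of 10 to 22 and 792 to 984. Genes called at D2 numbered 5012, and 14 of 15 alternatives kept this count. The 166 genes called at D1 were less stable, with 9 of 15 keeping the count within 1.5 times and a range of 51 to 280. Of the 166 and 5012 genes, DESeq2 called 165 and 4954, the likelihood ratio test 166 and 4861, library sizes alone 143 and 3863, and the fit without the suffix-B libraries 89 and 3588.

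Tests that gave more genes at D1 were as follows. With DESeq2, 280 genes were called at D1 (112 up, 168 down), 21 were lower at D1 and not at D2, 9 had opposite directions, and 11 clusters had a called gene at D1, 7 of them only lower. With the likelihood ratio test, 258 genes were called at D1 (115 up), 19 at D1 only, 8 in opposite directions, 7 higher at D1 and not D2, and 20 lower at D1 and not D2. With the exact test, 107 genes were up at D1, 8 had opposite directions, and 7 were higher at D1 and not D2. With robust dispersion, on both gene sets, 19 genes were called at D1 only, 8 in opposite directions, 7 higher at D1 and not D2, and 20 lower at D1 and not D2.

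With the replicate number as a block, 264 genes were called at D1 (117 up, 147 down), 21 at D1 only, 9 in opposite directions, 28 biphasic, and 11 were higher at D1 and not D2. The paper describes no pairing by replicate number. Libraries of the same number and of different groups correlated in their deviations with a median of 0.190, those of different number in the same library set with 0.0927, and those of different sets with −0.105. With the library number, or a number above 12, as a term, 7 genes were higher at D1 and not D2 in each case.

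With only the groups compared, 105 genes were called at D1 (28 up), 6 at D1 only, 3 in opposite directions, 10 biphasic, 1 higher and 8 lower at D1 and not D2, and 4 clusters had a called gene at D1, 2 of them only lower. Without the suffix-B libraries, 40 genes were up at D1, 6 were called at D1 only, 0 were higher at D1 and not D2 in the edgeR fit (4 with all libraries), and the correlation between doses was 0.551.

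Stricter limits lower the counts by construction. At q < 0.01, 86 genes were called at D1 (24 up, 62 down), 5 at D1 only, 2 in opposite directions, 4 biphasic, 1 higher and 6 lower at D1 and not D2. Then 3 clusters had a called gene at D1, 1 of them only lower, and 15 had both directions at D2. With glmTreat against a 1.2-fold change, 51 genes were called at D1 (10 up, 41 down), 2542 at D2 (1393 up, 1149 down), 2545 at either dose, 3 at D1 only and 1741 between doses. With it 1383 genes were higher and 1111 lower at D2 and not D1, 3 were lower and 0 higher at D1 and not D2, 0 had opposite directions and 0 were biphasic, against 4, 5 and 16 with the test against no change. Under glmTreat 3 clusters had a called gene at D1, 1 only lower, and 13 had both directions at D2.

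The definition of a regulated cluster mattered at D1. With at least 2 called genes, 3 clusters remained at D1 (1 only higher, 2 only lower), and at D2 7 were only higher and 8 only lower. With a called gene of 1.5-fold, 4 clusters were counted at D1, 1 only lower, and at D2 9 were only higher and 13 had both directions.

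Library sizes alone bring the median log2 fold change of all genes at D2 to 0.165, from 0.00476, which by construction moves calls upward. Then 4180 genes were up and 1341 down at D2, 4099 higher and 1277 lower at D2 and not D1, 3 had opposite directions, 4 clusters had a called gene at D1, 1 only lower, and the aflatoxin mean at D2 was −6.12. With voom and library sizes, 4292 genes were up and 1279 down at D2, 4221 higher and 1215 lower at D2 and not D1, 7 higher at D1 and not D2, 3 in opposite directions, 4 clusters were counted at D1, 1 only lower, 22 only higher at D2, and the aflatoxin mean was −6.12.

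Without a low-count filter, 3 genes had opposite directions, 158 were more than 4-fold higher at D2, the correlation was 0.488 and PC1 held 44.7%. PC1 held 33.1% with unit variance and 80.1% with the 500 most variable genes. The aflatoxin mean at D2 was −6.07 with limma-trend and −7.41 as a median over the called genes.

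With each library left out in turn, genes called numbered 123 to 219 at D1 (39 to 107 up, 75 to 112 down), 4571 to 5027 at D2 (2339 to 2593 up, 2185 to 2528 down), 4581 to 5047 at either dose, 7 to 20 at D1 only, 2 to 6 in opposite directions and 3396 to 4143 between doses. The stricter counts were 11 to 16 and 834 to 905, and 8 to 22 genes were biphasic. At D1 but not D2, 1 to 12 genes were higher and 7 to 13 lower, and at D2 but not D1, 2274 to 2537 were higher and 2104 to 2429 lower. More than 4-fold higher at D2 were 64 to 83 genes. Clusters with a called gene numbered 5 to 8 at D1 (2 to 5 only lower, 2 to 4 only higher) and 49 to 52 at D2 (14 to 18 only lower, 12 to 16 only higher, 20 to 24 both). The aflatoxin means were −0.79 to −0.70 at D1 and −6.33 to −6.24 at D2, the correlation was 0.568 to 0.616 and PC1 held 55.9% to 61.0%. Single libraries moved small counts by more than 1.5 times. Genes up at D1 numbered 39 without control replicate 1 and 107 without control replicate 3. Genes called at D1 only numbered 20 without control replicate 3 and 7 without D1 replicates 1 or 6. Genes in opposite directions numbered 3 without control replicates 1 or 6, D1 replicate 3 or D2 replicates 1, 2, 4 or 5, and 2 without control replicate 5 or D1 replicates 1, 4 or 6. Biphasic genes numbered 8 without D1 replicate 1 and 10 without D1 replicates 4 or 6. Clusters only lower at D1 numbered 2 without D1 replicates 3, 4 or 5. Genes higher at D1 and not D2 numbered 1 without control replicates 1 or 2, 12 without control replicate 3, 2 without control replicate 5 or D1 replicates 1, 3 or 6, and 7 without D2 replicate 6. Genes lower at D1 and not D2 numbered 7 without D1 replicates 1 or 6 and 8 without D1 replicate 4.

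For the 137 named genes, the calls at D1 were unchanged in 4768 pairs of gene and alternative, gained in 60 and lost in 103, and at D2 they were unchanged in 4856, gained in 17 and lost in 58. Depth limits the folds of genes with few reads at D2, as the counting intervals beside them show. With counts thinned to the smallest library, every result of this part kept its value by the limits above.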

Differences from the paper's values

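The likelihood ratio test with robust dispersion and the voom fit with library sizes were chosen only after the values were seen, and the other settings in this part were set before the data were examined.

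Of 81 values of the paper that were also computed here, 21 differed by the limits used, 12 of them among the 14 folds of Table S5. Counts within 1.5 times of each other were scored as the same, so unequal counts at D1 are not among the 21. The paper has 241 genes called at D1, and 166 were found here. Genes past the stricter limits at D1 were 20 and 15, clusters with a called gene 9 and 7, and clusters only lower 6 and 4, in the same order. Clusters only higher at D1 numbered 3 in both. For counts, 15 alternatives set before the data were examined were compared with the paper's value, and for single genes and clusters 13. Leaving out each of the 18 libraries was counted apart.

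The paper's number of genes higher at D1 and not at D2 is 7, and 4 were found here. Library sizes alone, the likelihood ratio test, the exact test, DESeq2, the suffix B as a term and thinned counts gave values within the limits of the paper's, as did the fits without D2 replicates 1, 4 or 6. The other 9 alternatives did not. For genes lower at D1 and not at D2, the paper's number is 20 and the value here 13. Within the limits were the likelihood ratio test, the exact test, DESeq2, limma-trend, the replicate block and the suffix B as a term, while the other 9 alternatives and all fits without 1 library were not. The paper's number of genes more than 4-fold higher at D2 is 44, and 71 were found here. DESeq2 size factors, limma-trend and thinned counts, and the fits without control replicates 2 or 5 or D2 replicate 6, came within the limits, and the other 12 alternatives did not.

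For *aflT* (AFLA_139420) at D1, the paper's q-value is 0.084 and the value here 0.0505. The absence of a low-count filter, the exact test, the replicate block, a fit of only the groups compared and thinned counts came within the limits, as did 16 of 18 fits without 1 library, all but those without control replicate 2 or D1 replicate 6. The other 8 alternatives did not. For *aflR* (AFLA_139360) at D1, the paper's q-value is 0.064 and the value here 0.132. DESeq2, the likelihood ratio test, the exact test, the replicate block and the fit without control replicate 4 came within the limits, and the other 9 alternatives did not.

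For *dewA* (AFLA_060780) at D2, the paper's fold change is 2.58 and the value here 2.18. Library sizes alone, limma-trend, the replicate block, the absence of the suffix-B libraries and the fits without control replicates 3 or 5, D1 replicate 2 or D2 replicates 1, 2, 3 or 4 came within the limits. The other 9 alternatives did not. For AFLA_099050 at D2, the paper's fold change in its text is 4.34 and the value here 3.88. Library sizes alone and the absence of the suffix-B libraries came within the limits, and the other 11 alternatives and all fits without 1 library did not.

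In cluster 31, the paper's number of genes called at D1 is 4 and the value here 2. The likelihood ratio test, the exact test, the replicate block, the absence of the suffix-B libraries and the fits without control replicate 1 or D1 replicate 5 came within the limits, and the other 9 alternatives did not. In cluster 56, the paper's number of genes called at D2 is 1 and the value here 2. The likelihood ratio test, the exact test, a fit of only the groups compared, the absence of the suffix-B libraries and the fits without control replicates 1, 2, 5 or 6 or D2 replicates 3 or 6 gave 1, and the other 9 alternatives did not.

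The paper's folds at D2 in Table S5 are followed here by those of the present fit. They are 4.03 and 3.60 for AFLA_049070, 4.03 and 3.58 for AFLA_003760, 4.13 and 2.97 for AFLA_138670, 4.19 and 3.72 for AFLA_048440, 4.19 and 3.64 for AFLA_074270, 4.25 and 3.63 for AFLA_044790, 4.35 and 3.88 for AFLA_099050, 4.94 and 4.45 for AFLA_055690, 5.51 and 4.79 for AFLA_109380, 5.51 and 4.86 for AFLA_055700, 5.59 and 4.95 for AFLA_044800, and 6.09 and 5.43 for AFLA_126170. With library sizes alone all 12 came within the limits of the paper's values. Without the suffix-B libraries AFLA_003760, AFLA_048440, AFLA_044790, AFLA_099050, AFLA_109380, AFLA_044800 and AFLA_126170 did, with limma-trend AFLA_138670, AFLA_044790, AFLA_109380 and AFLA_126170, with the replicate block AFLA_138670, AFLA_044790 and AFLA_109380, with the suffix B as a term AFLA_138670, and with thinned counts AFLA_126170. The other 7 alternatives brought none of the 12 within the limits. In Table 1, the paper gives AFLA_044790 (here 3.63), AFLA_044800 (*conF*; here 4.95) and AFLA_083110 (*conJ*; here 4.53) with the folds found here, so that its tables hold 2 values for each of these genes.

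Of the fits without 1 library, those without control replicate 5 came within the limits for AFLA_049070, AFLA_074270 and AFLA_055700, and those without control replicate 4 for AFLA_138670, AFLA_048440, AFLA_044790, AFLA_109380, AFLA_044800 and AFLA_126170. Leaving out control replicate 3 did so for AFLA_109380, AFLA_044800 and AFLA_126170, control replicate 2 for AFLA_126170, and D1 replicate 2 and D2 replicate 3 for AFLA_109380. Leaving out D2 replicate 1 did so for AFLA_049070, AFLA_048440, AFLA_044790, AFLA_109380, AFLA_044800 and AFLA_126170, and D2 replicate 2 for the same genes except AFLA_049070. The voom fit with library sizes, chosen after seeing the values, came within 0.0154 on the log2 scale of all 14 folds of Table S5, and it dropped 0 of these 14 genes but 9 of the 38 genes at D1 and 29 of the 229 genes at D2 that Table S3 calls.

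The likelihood ratio test with robust dispersion on the deposited gene list, chosen after seeing the values, gave 241 genes at D1, 4872 at D2 and 4891 at either dose, and it dropped 0 of the 38 genes at D1 and 0 of the 229 genes at D2 that Table S3 calls. With it, 7 genes were higher and 20 lower at D1 and not D2, and 9 clusters had a called gene at D1. It kept 71 genes more than 4-fold higher at D2.

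The paper counts calls in Table S3 that the present fit does not make. At D1 these were AFLA_062880 of cluster 20 (q = 0.0518), AFLA_094960 (*ustC*; q = 0.0677), AFLA_095000 (*ustP1*; q = 0.111) and AFLA_121570 of cluster 48 (q = 0.0729). All 4 were called by the likelihood ratio test, the exact test and DESeq2, all but AFLA_095000 with the replicate block, and AFLA_062880 also with DESeq2 size factors and thinned counts. At D2 they were AFLA_004290 (q = 0.0575), AFLA_079420 (q = 0.0511) and AFLA_096330 (q = 0.0564). The likelihood ratio test called all 3, the exact test and DESeq2 called AFLA_079420 and AFLA_096330, the replicate block AFLA_004290 and AFLA_096330, DESeq2 size factors AFLA_079420, thinned counts AFLA_096330 and the fit of only the groups compared AFLA_004290. Conversely, AFLA_053840 (q = 0.0366), AFLA_062840 (q = 0.0480), AFLA_064500 (q = 0.0362), AFLA_066820 (q = 0.0476) and AFLA_096040 (q = 0.0371) were called here at D2 and not in Table S3. The robust likelihood ratio test, chosen after seeing the values, made all 12 calls as Table S3 does and dropped 0 of them.

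Some statements differ without a number of the paper. The paper treats the asperipin 2a genes as not affected by DMSO. Here AFLA_041370 was not called, while AFLA_041380 (log2 fold change −0.31, q = 0.00187), AFLA_041390 (−0.34, q = 0.000669) and AFLA_041400 (−0.27, q = 0.00237) were called lower at D2, and with library sizes alone these calls were lost. Among the genes of kojic acid, the paper calls *kojT* alone, and here *kojA* (AFLA_096040) was also called at D2, with a log2 fold change of 0.23, while *kojT* was lower as in the paper. Of the ustiloxin B genes, the paper calls *ustC*, *ustP1*, *ustD* and *ustF2* at D1, and the last 2 were called here.

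In the leporin cluster, the paper's text names *orf4*, *orf5* and *orf6* as lower at D2, and its Figure S3 *orf3*, *orf4* and *orf6*, which were also found lower here. Here *orf3* (AFLA_066950, log2 fold change −0.98), AFLA_066960 (−0.51), *orf4* (AFLA_066970, −0.93) and *orf6* (AFLA_066980, −0.65) were lower, and *orf1* (AFLA_066820, 0.22) was higher besides the 7 *lep* genes that the paper names. The paper ranks clusters 54 and 3 as the most regulated at D1. By the mean log2 fold change of called genes, cluster 3 had 1.95, cluster 51 had 1.64, cluster 5 had 0.87 and cluster 54 had −0.74, and by the number of called genes cluster 54 was first, with 26. At D2, clusters 54 and 3 came first by the mean, as in the paper.

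For the aflatoxin genes at D1, the lower end of the paper's range of decreases is the value of *aflF* (AFLA_139440), which the paper lists among the genes without a call. The called genes had fold changes from −1.96 to −1.34. Table 1 gives no value of *dewA* (AFLA_060780) at D1. Here its log2 fold change was −1.03 with q = 0.0665, and the robust likelihood ratio test on the deposited list, chosen after seeing the values and dropping 0 of the calls of Table S3, gave q = 0.00809.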

Other observations

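Some tests in this part were chosen only after the result was seen. They are the tests on the library numbers, those on Table S5 and the split of the correlation with D2 kept apart. The splits for genes called at D1 only, in opposite directions or as biphasic were also chosen then. The other tests in this part were written down before.

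Regrouping the libraries shows for which counts chance can be excluded. Of 100 splits of the control and D1 libraries, the real one included, 2 gave as many called genes at D1 and 2 as many clusters with a called gene. For genes past the stricter limits at D1 and for the aflatoxin mean at D1, the number was 1. That mean is taken over called genes only, and the split that exchanges control replicate 2 and D1 replicate 6 came close to it, with −0.73 against −0.74. For D2 it was 1 for called genes, genes past the stricter limits, clusters with a called gene, clusters of both directions and the aflatoxin mean. The counts of clusters and the aflatoxin means follow from the same calls. It was also 1 for genes called between doses and at either dose. With D2 left in place and the control and D1 libraries regrouped, 3 of 100 splits, the real one included, gave as many genes called at D1 only, 2 as many in opposite directions and 2 as many biphasic genes, but these genes are a part of the D1 calls and most other splits gave no such call, so this does not exclude false calls among the 166 genes as their source. These counts ranged, in fits without 1 library, from 7 to 20, from 2 to 6 and from 8 to 22. For the correlation between doses it was 40 over splits of all 18 libraries, the test set beforehand, by which chance cannot be excluded for its size. Those splits also move D2 libraries into the other groups. With D2 kept apart, a split added after the first was seen, the number was 1 and the largest other correlation 0.529, so chance in the grouping of control and D1 libraries can be excluded for it.

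The split of control and D1 libraries that gave more genes than the real one, 308 against 166, put control and D1 replicates 4, 5 and 6 together. The same split gave 187 genes called at D1 only, 21 in opposite directions, 192 biphasic and 8 clusters with a called gene. It follows the library numbers, 1 to 12 and 13 to 24, with 3 libraries of each group in each set. In a fit with condition and set, 1244 genes were called between the sets, 622 higher and 622 lower in the higher numbers, with a median absolute log2 fold change of 0.28. Of 100 divisions of each group into 3 and 3 libraries, 1 gave as many, the real one, and the largest other gave 1 gene. The largest effects by q-value were AFLA_110190 (−1.39), AFLA_044980 (1.83), AFLA_026620 (−0.47), AFLA_058600 (0.85) and AFLA_059460 (3.28), named after their values were seen.

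The tables argue against several causes of this difference. After thinning to equal depth 1063 genes were called, and 1309 after the trend with coding length was removed. With the suffix B in the fit 1421 genes were called for the set, while 0 were called for the suffix with edgeR, with 1398 at unadjusted p under 0.05, and limma-trend called 0. Total counts did not differ between the sets (exact p = 0.265 over 8000 assignments), nor did the share of uniquely aligned reads (p = 0.903). The excess of deposited over assigned reads of Table S1 differed by the same exact test (p = 0.00175 over the 8000 assignments). What stays open is a difference in culture, extraction or library preparation, and no biological explanation was tested. It is only a candidate explanation that the sets were handled apart.

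The groups are balanced over the sets, so this difference does not enter the mean change at D1. With the set as a term, 166 of the 166 genes stayed called, among 209 at D1 and 5386 at D2, and 16 were called at D1 only, 6 in opposite directions and 21 as biphasic. Within the sets, edgeR called 23 and 36 genes at D1 and 3327 and 3308 at D2. Genes called for both the set and D1 numbered 2, while 19.4 would be expected from independence. These D1 calls come from the fit without the set, where a difference between the sets adds to the spread within groups. The small overlap therefore cannot decide whether the 2 effects share genes. Of the aflatoxin genes, 1 was called for the set.

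The folds of Table S5 lie above those of the fit with TMM factors. On the log2 scale, the fit minus the table had a median of −0.171 (largest difference 0.474). The same median was −0.00653 with edgeR and library sizes alone (largest 0.274), −0.161 with voom and TMM factors (largest 0.167) and −0.000319 with voom and library sizes (largest 0.0154). A candidate explanation for the median difference is that these folds were computed without normalization factors, found and tested on the same values.

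More genes rose than fell at D2 when the counts were scaled by library size alone (75.7% of calls, against 50.3% with TMM factors). With the 100 genes of highest mean count left out of the library sizes the share was 66.5%, so a few abundant genes account for only a part of the imbalance.

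The correlation of the log2 fold changes at D1 and D2 was compared with what shared controls give. With 3 separate control libraries for each dose it was 0.418 on average (0.329 to 0.503 over 20 divisions), above 0.5 times its value, the limit set beforehand, while unchanged groups sharing the controls gave 0.511 in simulated data (0.484 to 0.531). Shared controls thus account for a part of the correlation, and over all genes 71.6% had the same sign, against 66.7% in the simulated data. The simulated data hold no change at D2, so these values do not give the size of that part.

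Coding length was tested as a source of the D1 calls. The log2 fold changes at D1 correlated with length with a Spearman rho of −0.164 (−0.0487 at D2). After the trend was removed, 195 genes were called at D1, among them 161 of the 166, which argues against length bias as the explanation of these calls.

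Between libraries of the same group, the mean level of the aflatoxin cluster was compared with 8 other levels, with permutation within groups and adjustment over the 8 tests. Pearson's r over the 18 libraries was −0.260 for the cyclopiazonic acid cluster (adjusted p = 0.557), 0.227 for the ustiloxin B cluster (0.557), 0.404 for cluster 3 (0.224), −0.382 for *aflR* (0.22), −0.137 for *aflS* (0.605), −0.493 for *laeA* (0.22), −0.169 for *veA* (0.588) and 0.517 for *mtfA* (0.22). No relation passed the limit. Relation and absence of relation cannot be told apart here, since 18 libraries leave correlations of this size open. For *mtfA*, r was 0.220 without the 2 libraries farthest from their group means. The deviations also differ between the library sets.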
